# Leptin-activated hypothalamic BNC2 neurons acutely suppress food intake

**DOI:** 10.1038/s41586-024-08108-2

**Published:** 2024-10-30

**Authors:** Han L. Tan, Luping Yin, Yuqi Tan, Jessica Ivanov, Kaja Plucinska, Anoj Ilanges, Brian R. Herb, Putianqi Wang, Christin Kosse, Paul Cohen, Dayu Lin, Jeffrey M. Friedman

**Keywords:** Homeostasis, Hypothalamus

## Abstract

Leptin is an adipose tissue hormone that maintains homeostatic control of adipose tissue mass by regulating the activity of specific neural populations controlling appetite and metabolism^1^. Leptin regulates food intake by inhibiting orexigenic agouti-related protein (AGRP) neurons and activating anorexigenic pro-opiomelanocortin (POMC) neurons^2^. However, whereas AGRP neurons regulate food intake on a rapid time scale, acute activation of POMC neurons has only a minimal effect^3–5^. This has raised the possibility that there is a heretofore unidentified leptin-regulated neural population that rapidly suppresses appetite. Here we report the discovery of a new population of leptin-target neurons expressing basonuclin 2 (*Bnc2*) in the arcuate nucleus that acutely suppress appetite by directly inhibiting AGRP neurons. Opposite to the effect of AGRP activation, BNC2 neuronal activation elicited a place preference indicative of positive valence in hungry but not fed mice. The activity of BNC2 neurons is modulated by leptin, sensory food cues and nutritional status. Finally, deleting leptin receptors in BNC2 neurons caused marked hyperphagia and obesity, similar to that observed in a leptin receptor knockout in AGRP neurons. These data indicate that BNC2-expressing neurons are a key component of the neural circuit that maintains energy balance, thus filling an important gap in our understanding of the regulation of food intake and leptin action.

## Abstract (web summary)

We find that leptin-target neurons expressing basonuclin 2 in the arcuate nucleus that acutely suppress appetite by directly inhibiting agouti-related protein neurons are a key component of the neural circuit that maintains energy balance.

## Main

Leptin is an adipose tissue-derived hormone that functions as the afferent signal in a negative feedback loop that maintains homeostatic control of adipose tissue mass^1,6^. Leptin regulates food intake and maintains energy balance, in part by inhibiting orexigenic agouti-related protein (AGRP)/neuropeptide Y (NPY) neurons, expressing leptin receptor (LepR), and activating anorexigenic pro-opiomelanocortin (POMC) neurons, which also express LepR^1,2^. These neurons are located in the arcuate nucleus (ARC) of the hypothalamus. POMC is a protein precursor that is cleaved proteolytically to generate α-melanocyte stimulating hormone (αMSH), which reduces food intake by activating the melanocortin 4 receptor (MC4R)^7^. AGRP/NPY neurons increase food intake through projections to many of the same sites as POMC neurons where the AGRP protein diminishes αMSH signalling at the MC4R^7^. AGRP/NPY neurons also directly inhibit POMC neurons^8^. These findings have indicated that food intake is reciprocally regulated by these two neural populations. This proposed ‘yin–yang’ dynamic between these neural populations is a consistent feature in nearly all models of how the homeostatic control of food intake and body weight is maintained^2^. However, the functional effects and dynamics of POMC and AGRP/NPY neurons diverge in several important respects and several lines of evidence have indicated that there may be other leptin-responsive populations that are crucial for leptin-driven control of food intake and body weight^9,10^.

First, while activating AGRP/NPY neurons rapidly leads to food seeking and consumption, activating POMC neurons has only a minimal effect on acute food intake^3–5^. Second, mutations in POMC, POMC processing enzymes or the MC4R cause obesity^7,11^, whereas mutations in AGRP and NPY have not been reported to alter body weight, although ablation of these neurons in adulthood has been reported to cause anorexia^12–16^. In addition, while activation of AGRP/NPY neurons is associated with negative valence, POMC neuron activation is not associated with positive valence and also elicits negative valence^17,18^. The role of these populations in leptin signalling has also been evaluated and, whereas a knockout of the LepR in AGRP/NPY neurons of adult mice causes extreme obesity, deletion of the LepR from adult POMC neurons has only a minimal effect^19^. Finally, acute activation of AGRP/NPY neurons alters glucose metabolism—a response not observed with acute manipulation of POMC neurons^20^. Thus, while POMC and AGRP/NPY neurons have opposite effects on weight, their effects are not equivalent in other respects, indicating that they are not precise counterparts. This has raised the possibility that there might be a missing population of LepR-expressing neurons that acutely suppress food intake with a timecourse similar to the effects of AGRP/NPY neurons. Indeed, a previous report indicated that there is a missing population of GABAergic neurons that express LepR and regulate weight^9^.

To address this, we conducted a systematic profiling of the transcriptomes of ARC neurons using single-nucleus RNA sequencing (snRNA-seq) and identified a new population of LepR-expressing ARC neurons that co-express the basonuclin 2 (*Bnc2*) gene. Further studies showed that BNC2 neurons rapidly induce satiety with similar kinetics to the activation of feeding after AGRP/NPY neural activation. This discovery adds an important new cellular component to the neural network that regulates hunger and satiety and sheds new light on how leptin regulates energy balance.

## Identification of BNC2/LepR neurons

We performed snRNA-seq on ARC that was micro-dissected from adult male mice (Fig. 1a). 

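Nuclei of the arcuate nucleus from 6 adult male wild-type mice aged 10 to 12 weeks were sorted for NeuN, a protein of neuronal nuclei, and sequenced on the 10x Genomics platform as 1 pooled gene expression library, with a hashtag library of the same nuclei. A hashtag is a barcoded antibody that labels the nuclei of 1 preparation before pooling. The deposited matrix gave whole-number counts of unique molecular identifiers (UMIs), each standing for 1 captured RNA molecule, for 32285 genes in 11409 barcodes, without normalization or quality filters. The paper names Cell Ranger v.5.0, the header of the matrix names Cell Ranger 4.0.0, and the genome build of the authors' counting is not given in the sources used here. The matrix held 2 hashtags, which the files label ARC and PVH, so the hashtags tell these preparations apart and do not assign nuclei to mice. All nuclei were therefore treated as 1 sample, without replicates and without tests across nuclei.

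The filters of the paper were applied, keeping nuclei with more than 800 and fewer than 5000 genes, at most 1% of counts from mitochondrial genes and at most 12000 counts, and genes found in at least 3 nuclei. This left 10170 nuclei and 23249 genes. HTODemux, the function of Seurat that assigns nuclei to hashtags, was then run with a positive quantile of 0.8. It assigned 3767 nuclei to ARC and 3074 to PVH, called 944 doublets of both hashtags and left 2385 unassigned. The hashtag counts overlapped. Median counts of the ARC and PVH hashtags were 95 and 77 in nuclei called ARC, and 49 and 125 in nuclei called PVH. They were 46 and 79 in unassigned nuclei. The nuclei called ARC may thus include some of the other preparation. The 3767 nuclei with the ARC hashtag were analysed. The restriction to ARC was settled once the hashtag labels had been read, since the plan had named singlets only, and singlets of both hashtags together numbered 6841. Doublets of 2 nuclei with the same hashtag are not seen in this way. The nuclei analysed held 19491653 UMIs, with a median of 4827 UMIs and 2659 genes per nucleus and a range of 1022 to 11956 UMIs. Counts were log-normalized with a scale factor of 10000, and clustering used 2000 variable genes, 30 principal components, 20 neighbours and the Leiden method at a resolution of 0.55. Levels are given as CPM, the UMIs of a gene per 1000000 UMIs of all genes. Intervals given for CPM are exact 95% Poisson intervals and those for shares of nuclei are exact 95% binomial intervals, and both cover counting error only. To compare shares of nuclei across depths, each nucleus was also thinned to 1000 UMIs, which left out no nucleus.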

Nuclei were isolated, stained with a fluorescent antibody to NeuN—a specific marker of neuronal nuclei—and subjected to fluorescence-activated sorting followed by single nucleus sequencing using the 10x single-cell analysis platform^21^. A total of 3,557 cells were profiled, of which 3,481 were identified as neurons on the basis of expression levels of neuronal markers including *Tubb3*, *Snap25*, *Syt1* and *Elavl4*, and the absence of non-neuronal markers (Extended Data Fig. 1a,b). 

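Of the 3767 nuclei, 3738 (99.2%) lay in clusters read as neuronal and 29 in 1 cluster with markers of astrocytes and tanycytes. Snap25 was at 699 CPM in the neuronal clusters (interval 688 to 711) and 46.6 in the non-neuronal cluster (12.7 to 119). Syt1 was at 1019 against 93.1 CPM, and Elavl4 at 148 against 23.3. Tubb3 was at 149 CPM in neurons (143 to 154) and 69.8 in the non-neuronal cluster (25.6 to 152), where it rested on 6 UMIs and the intervals overlap. The median depth was 4832.5 UMIs in neurons and 2561 in the non-neuronal nuclei. Of the settings fixed in advance, omitting the hashtag step moved the numbers of nuclei most, to 10170 nuclei with 10016 in neuronal clusters. A positive quantile of 0.99, tried after the data were seen, moved the nuclei further by fold, to 1229. Under some settings fixed in advance no cluster was read as non-neuronal, so the group of 29 nuclei was not set apart. These were no upper limits, a mitochondrial share of at most 0.5% or 5%, 3000 variable genes, 20 components and 50 components.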

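Leiden clustering at a resolution of 0.55 gave 14 clusters of the nuclei with the ARC hashtag, of which 13 were neuronal. They are numbered here by size from 1, so that their numbers are not those of the paper. The 13 neuron clusters held between 133 and 686 nuclei. By markers fixed in advance, 1 cluster each was named AGRP-like, POMC-like, VMH-like, KNDy-like and dopaminergic-like, and 8 clusters with 2182 nuclei were left unnamed. A name required the first marker of its list and at least 3 markers at 1.5-fold or more over the other neurons, thresholds that were set once the data had been seen. At 2-fold and 3-fold the AGRP-like cluster was no longer named, while the POMC-like and VMH-like names were kept. The number of neuron clusters ranged from 11 at a resolution of 0.3 to 20 at a resolution of 2.0, and was 22 without the hashtag step.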

Leiden clustering analysis identified 21 distinct neuron clusters (Fig. 1b,c). To confirm that these neurons were from the ARC rather than from adjacent regions, we analysed the clusters for specific marker genes that define known ARC populations. This validation process confirmed that 19 of the clusters were indeed located within the ARC with the exception of Clusters 9 and 15, which express *Nr5a1*, indicating their origin from the region of the adjacent ventromedial hypothalamus^22,23^ (Fig. 1c). These clusters included one that expresses *Agrp*/*Npy* (Cluster 0), two expressing *Pomc* (Clusters 3 and 12) neurons and 16 more clusters (Fig. 1d). 

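Nr5a1 (ENSMUSG00000026751), which lies on chromosome 2 from 38692656 to 38714542 of GRCm38 in the GENCODE M21 annotation and overlaps the antisense gene Nr5a1os, was 1 of the markers by which cluster 10, with 197 nuclei, was named VMH-like. Fezf1, Gpr149, Adcyap1 and Bdnf also passed in this cluster. It held 13 of the 17 Nr5a1 UMIs found in neurons, at 11.8 CPM (interval 6.27 to 20.1) in 13 nuclei, or 6.60% of the cluster before thinning and 3.55% after it. In the AGRP-like cluster, 1 nucleus (0.146%) had an Nr5a1 UMI, at a median depth of 5017 UMIs against 5276 in the VMH-like cluster. Clusters 2, 4 and 11 also had 1 Nr5a1 UMI each, and the remaining neuron clusters had 0.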

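Cluster 1, named AGRP-like, passed on Agrp, Npy, Acvr1c, Corin and Otp, and cluster 4, named POMC-like, passed on Pomc, Cartpt, Prdm12 and Sntb1. Agrp was at 287 CPM in the AGRP-like cluster (interval 270 to 305) and 147 in the other neurons (141 to 153), and Npy at 280 against 84.3. Pomc was at 800.3 CPM in the POMC-like cluster (758 to 845) and 105 in the other neurons (100.3 to 110). These genes named the clusters, so their levels there are not independent results. UMIs of the same genes were found in clusters that should lack them. In the non-neuronal cluster, 44.8% of nuclei had an Agrp UMI and 48.3% a Pomc UMI, although its nuclei were less deep. After thinning, an Agrp UMI was found in 24.2% of AGRP-like nuclei (21.0 to 27.6), above the 13.9% of the other neurons (12.7 to 15.1), and in 31.0% of the 29 non-neuronal nuclei (15.3 to 50.8), a cluster that itself passed on Agrp and Npy. A Pomc UMI was found in 55.0% of POMC-like nuclei and 13.8% of non-neuronal nuclei after thinning. In the annotation used here the model of Agrp (ENSMUSG00000005705) overlaps 7 other genes, so its counts are uncertain where reads were shared. The models of Npy and Pomc overlap 0 genes, so overlap does not account for their UMIs in clusters that should lack them.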

Clusters 0 and 3 expressed the *Lepr*, as did Cluster 17, which did not express *Agrp*, *Npy* or *Pomc* but instead showed specific expression of the *Bnc2* gene (Fig. 1d). 

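Bnc2 (ENSMUSG00000028487) lies on the minus strand of chromosome 4 from 84275095 to 84675275 of GRCm38 and holds the gene Gm12421 within its bounds. Lepr (ENSMUSG00000057722) lies on the plus strand of the same chromosome from 101717404 to 101815352 and overlaps no other annotated gene. No cluster passed the markers fixed for a BNC2-like class, which were Bnc2, Trh, Cxcl12 and Glp1r, at a resolution of 0.55 or at resolutions of 0.3, 0.8, 1.2 and 2.0. Bnc2 was rare, with 26 UMIs in 20 of the 3767 nuclei. Of its 22 UMIs in neurons, 17 lay in cluster 2 (77.3%, interval 54.6 to 92.2), an unnamed cluster of 544 nuclei in which 12 nuclei carried them. The AGRP-like cluster had 1 Bnc2 UMI and the POMC-like cluster 0, while the 29 non-neuronal nuclei had 4. Cluster 2 also held 171 of the 206 Sim1 UMIs of these nuclei (61.7 CPM, 52.8 to 71.7), in 78 nuclei, while Sim1 was at most at 4.41 CPM in the other clusters, and it was the only neuron cluster that passed lists of non-neuronal markers, those of oligodendrocytes and their precursors, with its neuronal markers at the level of the other clusters (median 1.02-fold). Its values may thus mix nuclei of more than 1 type. Bnc2 was at 6.14 CPM in cluster 2 (3.57 to 9.82) and 46.6 in the non-neuronal cluster (12.7 to 119).

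Lepr was at 92.6 CPM in cluster 11 (74.4 to 114), an unnamed cluster of 194 nuclei with 0 Bnc2 UMIs. In cluster 2 as a whole it was at 27.1 (21.3 to 33.9), and in the remaining neuron clusters outside the AGRP-like and POMC-like clusters it was between 5.88 and 18.8. Cluster 2 was clustered again at resolutions of 0.55 and 1, chosen after the data were seen. At 0.55 the part richest in Bnc2 had 118 nuclei, with Lepr at 78.7 CPM (56.2 to 107) against 15.5 in the rest. At 1 the richest part had 25 nuclei, with 9 of the 17 Bnc2 UMIs and 38 of the 75 Lepr UMIs of cluster 2. Its Lepr level was 301 CPM (213 to 413) against 14.4 in the rest. Lepr was not withheld from the genes this clustering could use, and it led the ranking by fold of that part's genes. Lepr itself may have drawn the part, so its level there is not an independent result. Of 1440 genes about as rare as Bnc2 in cluster 2, 1 was as concentrated in a part with as high a mean Lepr level. Concentration alone was also matched by 1 gene, so the Lepr condition left out none. This share therefore measures concentration and does not decide on Lepr. Concentration aside, 250 of the 1440 genes (17.4%) had a richest part with as high a level, where genes picking parts evenly would give 12.5%. A Lepr UMI was found in 8.64% of the nuclei of cluster 2 before thinning and 3.13% after it, and in 3.45% of non-neuronal nuclei before thinning and 0% after it. Cluster 2 had Agrp at 153, Npy at 88.8 and Pomc at 98.9 CPM, levels close to those of the other clusters not named for these genes.

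**Figure D1:**
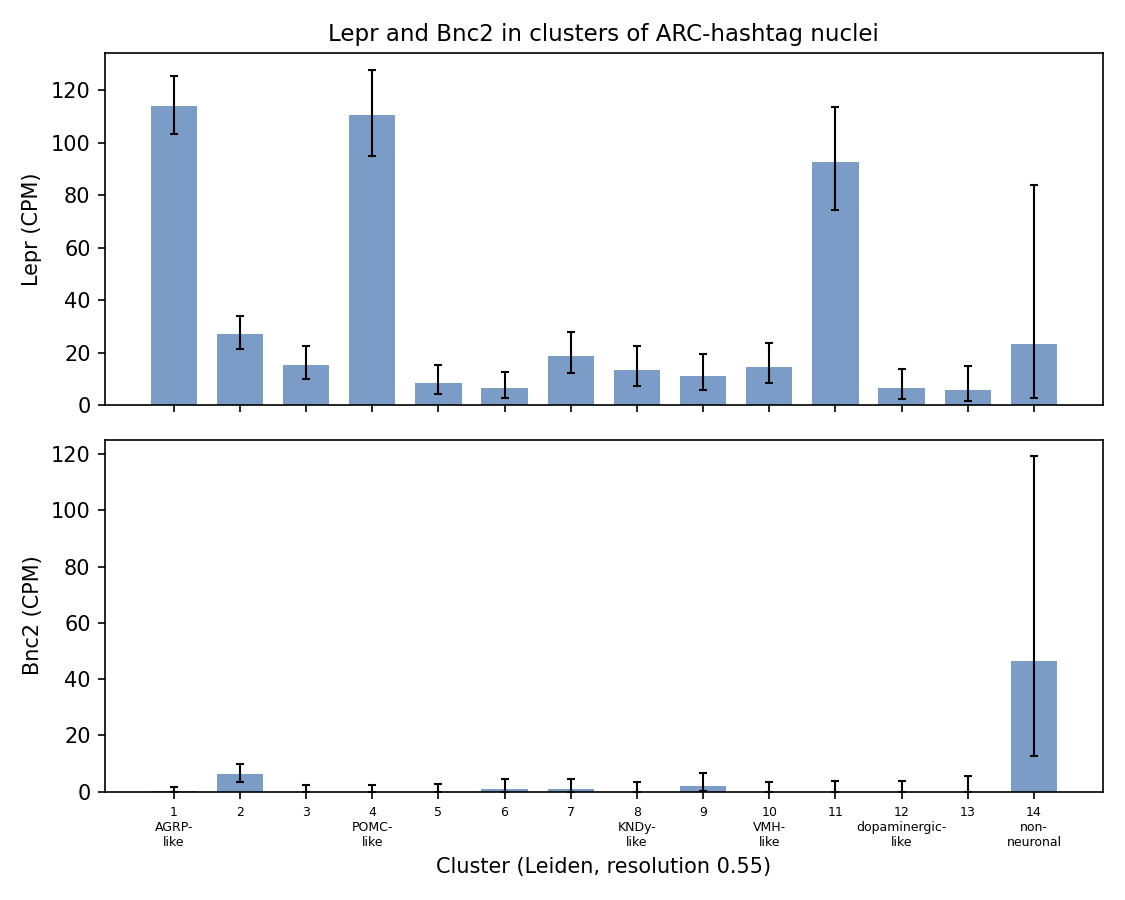
CPM of Lepr (top) and Bnc2 (bottom) in each of the 14 clusters of nuclei with the ARC hashtag, as bars with exact 95% Poisson intervals for counting error. Lepr was highest in clusters 1, 4 and 11, and Bnc2 was highest in the 29 non-neuronal nuclei of cluster 14, followed by cluster 2.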

Several of the genes in BNC2 Cluster 17 including *Lepr* were also found in a single cluster (n11.*Trh/Cxcl12*) in a previously published dataset of ARC neuron types^22^ (Extended Data Fig. 1c). However, *Bnc2* was not reported as being expressed in this cluster and thyrotropin-releasing hormone (*Trh*) gene—encoding the canonical marker TRH—was also expressed in other clusters that did not express *Lepr*^22^. Thus, BNC2 serves as a specific marker for a new *Lepr* cluster that does not include *Agrp*, *Npy* or *Pomc*.

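Since no cluster was named BNC2-like, Bnc2 was also read per nucleus, without clusters. Of the 3738 neurons, 17 had a Bnc2 UMI and 3 had at least 2, the minimum the paper sets for its human data. At 2 UMIs for both genes, 1 of the 3 Bnc2-positive neurons had Lepr (33.3%, interval 0.840 to 90.6) and 0 of 3 had Agrp, Npy or Pomc, a count of 0 whose interval reaches 70.8%. At 1 UMI for both genes, 4 of the 17 Bnc2-positive neurons had Lepr (23.5%, 6.81 to 49.9), against 16.4% of the other neurons, a difference within the interval. Their Lepr level, 15 UMIs in those 4 neurons, was 146 CPM, and 5 of 1206 genes about as rare as Bnc2 (0.415%) had as high a level in the neurons that carry them. Without the neuron with the most Lepr UMIs, 5, it was 103, and 4.23% were as high. The median depths of the 2 groups were 5140 and 4830 UMIs. At the same minimum, Agrp was found in 7 of 17, Npy in 8 of 17 and Pomc in 6 of 17, shares whose intervals cover those of the other neurons (54.1%, 40.8% and 44.5%). Single UMIs of these genes say little on co-expression, since they were also common in nuclei with the PVH hashtag. Clustered on their own, those nuclei had 0 AGRP-like and 0 POMC-like nuclei. Yet Agrp was at 152, Npy at 77.6 and Pomc at 90.3 CPM in them. After thinning, 4 neurons kept a Bnc2 UMI, of which 1 had Lepr, 1 had Pomc and 0 had Agrp or Npy. At 2 UMIs of Bnc2 and 1 of the other gene, 1 of 3 had Lepr, 1 had Pomc, 1 had Npy and 0 had Agrp. Slc32a1 was found in 4 of the 17 neurons with a Bnc2 UMI, against 17.1% of the other neurons. With 4 neurons carrying Lepr, and at this depth, the share of Bnc2-positive neurons with Lepr, and the absence of Agrp, Npy and Pomc from Bnc2-positive neurons, could not be settled from single nuclei. From the specific expression of Bnc2 in Cluster 17, which expressed Lepr but not Agrp, Npy or Pomc (Fig. 1d), and from the expression of Trh in an earlier dataset in other clusters that lacked Lepr, the paper concludes that Bnc2 is a specific marker of a Lepr cluster.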

**Fig. 1:**
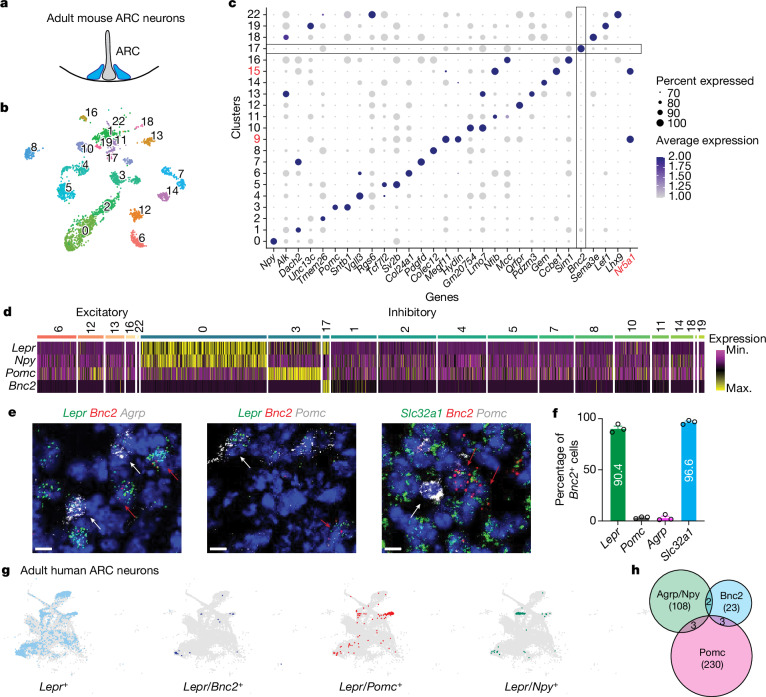
Identification of new LepR-expressing neurons in the ARC. **a**, Micro-dissection of mouse ARC. **b**, Uniform manifold approximation and projection (UMAP) plot of neuronal nuclei from the male ARC (*n* = 6 adult wild-type (WT) mice). **c**, Dotplot showing marker genes of individual neuronal clusters, including the *Nr5a1* gene. **d**, Heatmap illustrating the expression of indicated genes across clusters. Neuronal clusters are categorized as excitatory (*Slc17a6* positive) and inhibitory (*Slc321a/Gad1/Gad2* positive). **e**, RNA ISH of *Lepr*, *Bnc2*, *Agrp*, *Pomc* and *Slc32a1* in the ARC of adult male WT mice (*n* = 3 mice). White arrows, *Agrp-* or *Pomc*-positive cells; red arrows, *Bnc2*-positive cells. **f**, Percentage of *Bnc2*-positive cells co-expressing *Lepr*, *Pomc*, *Agrp* and *Slc32a1* (*n* = 3 mice). **g**, UMAP plots of *Lepr*/*Pomc*, *Lepr*/*Bnc2* and *Lepr*/*Npy* neurons in adult human ARC neurons. **h**, Co-localization of *Lepr*/*Bnc2*, *Lepr*/*Agrp*/*Npy* and *Lepr*/*Pomc* neurons in adult human ARC neurons. Data are presented as mean ± s.e.m. Scale bar, 10 μm. Max., maximum; min., minimum. Source Data

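Slc17a6, which encodes the vesicular glutamate transporter VGLUT2, had a higher CPM than Slc32a1, which encodes the vesicular GABA transporter, in 5 of the 13 neuron clusters, with 1483 nuclei. The order was the other way in 8 clusters, with 2255 nuclei. In the POMC-like cluster Slc17a6 was at 60.2 CPM (interval 48.9 to 73.2) and Slc32a1 at 14.6 (9.34 to 21.7). In the AGRP-like cluster they were at 12.9 (9.52 to 17.1) and 36.3 (30.5 to 43.0). In cluster 2, which held most Bnc2 UMIs of neurons, Slc17a6 was at 48.0 (40.2 to 56.9) and Slc32a1 at 39.0 (32.0 to 47.1), and the intervals overlap. These are values over the whole of that cluster, of whose nuclei 14.3% had a Sim1 UMI and 2.21% a Bnc2 UMI, and they do not describe its Bnc2-positive nuclei. Gad2 was found in every cluster, at 136 CPM in the POMC-like cluster, 140 in the AGRP-like cluster and 34.9 in the non-neuronal cluster, the last from 3 UMIs.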

The total number of cells in the BNC2 cluster (Cluster 17, *n* = 35) was lower than those in the AGRP cluster (Cluster 0, *n* = 650) or the POMC cluster (Cluster 3, *n* = 271). However, the level of LepR expression in this cluster was significantly higher than in the POMC cluster and equivalent to that in the AGRP cluster (Cluster 0, 1.32; Cluster 3, 0.52; Cluster 17, 1.09). 

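The AGRP-like cluster held 686 nuclei, or 18.4% of the 3738 neurons (interval 17.1 to 19.6), and the POMC-like cluster 282, or 7.54% (6.72 to 8.44). The number of BNC2-like nuclei was 0, at the main setting and at all 14 alternatives set in advance that were run. The marker rule limits what this 0 can show. At the main setting Cxcl12 had 2 UMIs in cluster 2, where a marker needed at least 3. Trh was at 30.7 CPM there against 25.2 in the other neurons. The 0 therefore says little on whether Bnc2 neurons were present. Across the 14 alternatives the AGRP-like nuclei numbered between 624 and 944 and the POMC-like nuclei between 268 and 326, with both maxima reached without the hashtag step. Without the hashtag step, a cluster of 480 nuclei passed the markers of both the BNC2-like and the GHRH-like classes and was left unnamed, by a rule added once this had been seen. It would count as BNC2-like without that rule, but its median depth was 1972 UMIs, and Agrp, Npy and Pomc were at 332, 422 and 497 CPM in it, each more than in the other neurons. A later search for a Bnc2 cluster used 8 combinations of neighbours, components and resolution. That of 20, 30 and 2 repeated the resolution of 2.0 set in advance. A BNC2-like cluster came from 3 of the 8, with 20, 122 and 201 nuclei. The last took in all 29 nuclei of the main non-neuronal cluster, with 4 of its 14 Bnc2 UMIs.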

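Lepr was at 114 CPM in the AGRP-like cluster (424 UMIs, interval 104 to 126) and at 111 in the POMC-like cluster (182 UMIs, 95.1 to 128), a log2 ratio of 0.05 (-0.21 to 0.30), which is within counting error. Its mean log-normalized value was 0.557 in the AGRP-like cluster and 0.461 in the POMC-like cluster. A Lepr UMI was found in 45.5% of AGRP-like nuclei and 37.2% of POMC-like nuclei, and after thinning in 11.8% and 9.57%. The log2 ratio was above 0 in 7 and below 0 in 7 of the 14 alternatives, while the mean log-normalized value and the mean per 10000 counts, for which no interval was computed, were higher in the AGRP-like cluster in all 14. The ratio moved farthest from its main value without the upper limits on genes and counts, to -0.14. With no BNC2-like cluster, the planned difference between that class and the others has no value. Under the definition set in advance that sorted neurons by at least 2 UMIs of Bnc2, Pomc or Agrp and fewer than 2 of the others, Lepr was at 176 CPM in the 3 nuclei of the Bnc2 class (36.3 to 514), where it rested on 3 UMIs. It was at 72.4 in the 458 nuclei of the Pomc class (62.3 to 83.8) and at 59.6 in the 698 nuclei of the Agrp class (52.2 to 67.8). At least 2 UMIs of Agrp were also found in 24.1% and of Pomc in 17.2% of non-neuronal nuclei, so the Agrp and Pomc classes may hold many nuclei of other types, and their Lepr levels were below those of the named clusters. The interval of the Bnc2 class covers both other values, and no difference was detectable at this depth.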

We confirmed the co-expression of *Lepr* and *Bnc2* using multiplex in situ hybridization (ISH) of adult mouse hypothalamus. The results showed that more than 90% of *Bnc2* cells in the ARC co-expressed *Lepr* (90.4%) and *Slc32a1* (96.6%)—a marker for inhibitory GABAergic neurons—whereas less than 5% co-expressed either *Agrp* (2.6%) and *Pomc* (3.3%) (Fig. 1e,f). We also determined whether *Bnc2* co-localized with *Lepr* in human hypothalamus ARC^24^ and found a significant overlap between *Bnc2* and *Lepr* (Fisher’s exact test; *P* = 0.0218; Fig. 1g). Here again, the LepR/BNC2 cells in human hypothalamus were distinct from AGRP/NPY and POMC neurons, as 82.1% (23 of 28) of *Lepr*/*Bnc2* neurons were not co-localized with *Agrp*, *Npy* or *Pomc* (Fig. 1h). Altogether, these results show that BNC2 neurons are a new population of LepR-expressing neurons in mouse and human that does not overlap with the previously characterized LepR AGRP/NPY and POMC populations.

## Activation of BNC2 neurons by feeding

To further study the dynamics and function of BNC2 neurons in ARC, we generated a BNC2-P2A-iCre knockin mouse line (referred to hereafter as BNC2-Cre) by inserting a P2a-iCre fusion in frame at the C terminus of the BNC2 protein (Extended Data Fig. 2a,b). The correct insertion site of iCre was confirmed by PCR of genomic DNA (Extended Data Fig. 2c). Eutopic expression of Cre in BNC2 neurons in ARC was verified by injecting an adeno-associated virus (AAV) with a Cre-dependent mCherry into the ARC of adult BNC2-Cre mice. ISH showed nearly complete co-localization of *mCherry* and *Bnc2* RNA (Extended Data Fig. 2d). Leptin binding to LepR activates Janus tyrosine kinase 2 (JAK2), leading to STAT3 phosphorylation—a canonical marker of leptin activation^25^—and we confirmed leptin signalling in BNC2 neurons by immunostaining for pSTAT3 after leptin treatment. An AAV-DIO-mCherry was injected into the ARC of adult BNC2-Cre mice and animals subsequently received a single injection of leptin (3 mg kg^−1^) after an overnight fast. This resulted in a significant increase in pSTAT3 in mCherry-labelled BNC2 neurons at 3 h, which was not seen in control animals that received PBS injections (Fig. 2a,b). Refeeding mice after an overnight fast also led to a significant increase of pSTAT3 amounts in BNC2 neurons (Fig. 2a,b). Consistent with this, we also found that the amounts of FOS—a neuron activity marker^26^—increased significantly in BNC2 neurons following refeeding or leptin injection (Fig. 2c,d).

**Fig. 2:**
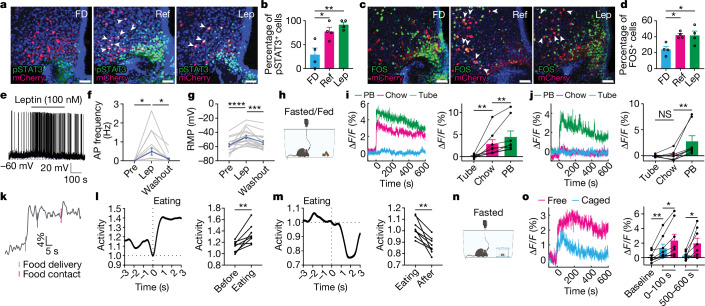
Activation of BNC2 neurons by feeding. **a**,**c**, Representative pSTAT3 (**a**) and FOS (**c**) immunostaining in male mice under three conditions: overnight fasting (FD), fasting followed by 3-h refeeding with chow (Ref) and fasting followed by leptin injection with 3-h wait (Lep) (*n* = 4 mice per group). Arrowheads indicate double-positive cells. **b**,**d**, Percentage of pSTAT3/mCherry (**b**) and FOS/mCherry (**d**) double-positive cells in mCherry-positive cells (*n* = 4 mice per group, one-way analysis of variance (ANOVA)). **e**, Spontaneous APs of ARC BNC2 neurons from overnight-fasted adult male BNC2-Cre mice injected with AAV-DIO-GFP. Leptin was added at the time indicated. **f**,**g**, Spontaneous AP frequency (**f**) and resting membrane potential (RMP, **g**) before, during and after leptin application (*n* = 17 cells from four mice per group, Friedman test). **h**–**k**, Calcium recordings from male mice expressing GCaMP6s in BNC2 neurons exposed to an inedible plastic tube, chow or PB (**h**). **i**, Average calcium traces in fasted mice aligned to presentation (left) and fluorescence quantification (0–300 s) (right, *n* = 8 mice per group, paired Wilcoxon test). **j**, Average calcium traces in mice fed ad libitum aligned to presentation (left) and quantification (0–300 s) (right, *n* = 8 mice per group, paired Student’s *t*-test or Wilcoxon test). **k**, Individual calcium trace from an overnight-fasted mouse presented with PB. **l**,**m**, Average calcium traces in fasted mice presented with PB, before (**l**) and after (**m**) eating, aligned to eating (left) and quantification (right, *n* = 8 mice per group, paired Student’s *t*-test). **n**,**o**, Recordings from fasted male mice presented with chow inside or outside a container (**n**). **o**, Average calcium traces aligned to presentation (left) and quantification (0–100 and 500–600 s) (right, *n* = 8 mice per group, paired Student’s *t*-test or Wilcoxon test). Data are presented as mean ± s.e.m. NS, not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Statistical details in Source Data. Scale bars, 50 μm. Illustrations in **h** and **n** were created using BioRender (https://biorender.com). Source Data

We then performed whole-cell patch-clamp recordings in hypothalamic slices prepared from adult male BNC2-Cre mice injected with an AAV-DIO-EGFP in the ARC. Application of leptin (100 nM) to brain slices prepared from mice that were either fasted or fed ad libitum resulted in a significant depolarization and a substantial increase in action potential (AP) firing rates in green fluorescent protein (GFP)-labelled BNC2 neurons (Fig. 2e–g and Extended Data Fig. 3a–d). These effects were reversible after leptin washout (Fig. 2e–g and Extended Data Fig. 3a–d). In addition, a higher percentage of cells responded to leptin in the slices prepared after an overnight fast (16 of 17) compared with those responding in slices prepared from mice fed ad libitum (7 of 12) (Extended Data Fig. 3e). The greater effect of leptin on neurons from fasted hypothalamus is consistent with the FOS data showing that the baseline activity of BNC2 neurons is lower after an overnight fast (Fig. 2d).

To assess the in vivo responses, we used fibre photometry to record the effect of food cues on the activity of BNC2 neurons. We injected AAV-DIO-GCaMP6s into the ARC of adult male BNC2-Cre mice and implanted a fibre above the ARC to record neural activity. Mice were fasted overnight and then given access to one of the following: an inedible plastic tube, a pellet of standard chow or peanut butter (PB), all of which they had been exposed to previously. The inedible tube did not have a discernible effect on BNC2 neuron activity (Fig. 2h,i and Extended Data Fig. 4a–c). However, even before consumption, relative to the plastic tube, exposure to standard chow robustly activated BNC2 neurons in seconds (Fig. 2h,i and Extended Data Fig. 4a–c) and exposure to PB, which has a significantly higher fat content, elicited a significantly greater response than did chow (Fig. 2h,i and Extended Data Fig. 4a–c). By contrast, BNC2 neurons from mice fed ad libitum showed little or no response to the inedible tube and standard chow (Fig. 2j and Extended Data Fig. 4d–f) while PB still significantly activated BNC2 neurons (Fig. 2j and Extended Data Fig. 4d–f). These results show that, in fasted mice, the activity of BNC2 neurons is increased by the presence of food and that this is further augmented by palatability and is sensitive to nutritional state (that is, fed versus fasted).

We further noted that the increased fluorescence of BNC2 neurons preceded the initiation of food intake, indicating that they were activated by sensory cues (Fig. 2k and Supplementary Video 1). To assess the impact of food consumption, we analysed the changes in BNC2 neuron activity during the consumption phase. Our analysis showed that BNC2 neuron activity further increased during food consumption compared with its level when animals were exposed to food cues but had not yet consumed it (Fig. 2l,m). These data indicate that BNC2 neurons respond to food cues as well as signals generated during food consumption. To directly test the effect of sensory cues on BNC2 neuron activity, we presented fasted mice with standard chow in a container that allowed them to see and smell the pellet without being able to consume it (Fig. 2n). Under these conditions, BNC2 neurons still showed significant activation, albeit of lesser magnitude and duration compared with the experiments in which the food was not caged (Fig. 2o and Extended Data Fig. 4g,h). This indicates that BNC2 neurons respond to sensory cues and that accessibility to food and its consumption further increases the strength and duration of neural activation. To test whether the sensory-dependent regulation of BNC2 neuron activity depends on experience, we presented new foods, such as PB and sucrose tablets, to naive mice that had never encountered them before after an overnight fast. In this case, we did not observe significant changes in BNC2 neuron activity in the naive mice after the presentation of the food (Extended Data Fig. 4i–l). However, after a delay, the animals began to consume the food, at which point the activity of BNC2 neurons significantly increased (Extended Data Fig. 4i–l). Collectively, these results indicate that BNC2 neurons respond to food-related sensory cues in an experience-dependent manner and that food consumption further activates these neurons.

Finally, we examined whether the removal of food extinguished the neural activation seen after food presentation. In this experiment, mice that had been fasted overnight were presented with accessible chow which was removed 2 or 10 min after it was provided. Removal of food led to a rapid decrease in the activity of BNC2 neurons (Extended Data Fig. 4m–p). By contrast, the BNC2 neurons remained active when food was continuously present (Extended Data Fig. 4m–p).

## BNC2 neurons acutely suppress appetite

We next assessed the function of BNC2 neurons using chemogenetics and optogenetics. AAVs expressing a Cre-dependent stimulatory hM3Dq (Gq-coupled human muscarinic M3 designer receptors exclusively activated by designer drugs, DREADDs) or an inhibitory hM4Di DREADD were injected into the ARC of BNC2-Cre mice (Extended Data Fig. 5a). Mice receiving the AAV-DIO-mCherry were used as controls. We then selectively activated or inhibited these neurons using clozapine-*N*-oxide (CNO)^27^. Activating BNC2 neurons at the beginning of the dark cycle resulted in a significant reduction in food intake and body weight compared with control mice of both sexes (Fig. 3a,b and Extended Data Fig. 5c,d). By contrast, silencing BNC2 neurons during the light cycle significantly increased food consumption and body weight in both male and female mice (Fig. 3c,d and Extended Data Fig. 5e,f).

**Fig. 3:**
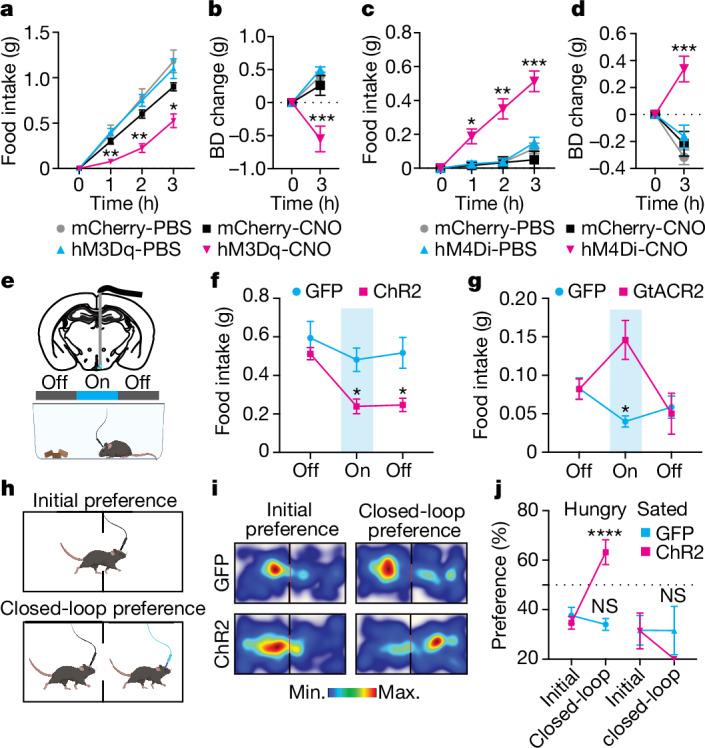
Rapid and sustained satiety driven by BNC2 neurons. **a**,**b**, Hourly food intake (**a**) and body weight (BD) change at 3 h (**b**) in male mice receiving PBS or CNO injection at the onset of the night dark phase (*n* = 5 mCherry-injected mice, *n* = 4 hM3Dq-injected mice; two-way ANOVA). **c**,**d**, Hourly food intake (**c**) and body weight change at 3 h (**d**) in male mice receiving PBS or CNO injection during the daytime (*n* = 6 mCherry-injected mice, *n* = 8 hM4Di-injected mice; two-way ANOVA). **e**, Unilateral AAV virus injection into the ARC region of adult male BNC2-Cre mice followed by fibre optic implant. **f**, Food intake before, during and after laser stimulation in overnight-fasted mice (*n* = 7 GFP-injected mice, *n* = 12 ChR2-injected mice; two-way ANOVA). **g**, Food intake before, during and after laser stimulation in mice fed ad libitum during the daytime (*n* = 7 GFP-injected mice, *n* = 5 GtACR2-injected mice; two-way ANOVA). **h**–**j**, Closed-loop place preference (**h**,**i**) assay to evaluate the valence of BNC2 neurons. **i**, Representative heatmaps of time spent in each chamber by overnight-fasted adult male BNC2-Cre mice injected with GFP or ChR2 during the initial phase and the closed-loop paired phase. **j**, Quantification of place preference (time spent in the pair-stimulated chamber, *n* = 6 GFP-injected mice, *n* = 8 ChR2-injected mice; two-way ANOVA). Data are presented as mean ± s.e.m. NS, not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. Statistical details in Source Data. Illustrations in **e** and **h** were created using BioRender (https://biorender.com). Source Data

We further evaluated the dynamics of the feeding response using optogenetics^28^. AAVs with Cre-dependent versions of the activating channelrhodopsin 2 (ChR2)-GFP or inhibitory soma-targeted *Guillardia theta* anion-conducting channelrhodopsins (stGtACR2)-FusionRed were injected into the ARC of male BNC2-Cre mice, after which an optical fibre was implanted over the ARC^28^ (Fig. 3e and Extended Data Fig. 5b). Optogenetic activation of BNC2 neurons at a frequency of 20 Hz for 20 min led to a significant reduction in food intake in mice that were fasted overnight compared with controls expressing GFP, and the decreased food intake persisted for up to 20 min after cessation of light stimulation (Fig. 3f). Activating ARC BNC2 neurons did not affect locomotion (Extended Data Fig. 5g). Consistent with the results from chemogenetic inhibition, optogenetic silencing of BNC2 neurons at 20 Hz significantly increased food intake in mice during the light cycle but this did not persist when the photoinhibition ceased (Fig. 3g).

We also used optogenetics to assess the effect of BNC2 neural activation on valence using a real-time place preference assay (Fig. 3h). We found a significant preference of mice for the chamber associated with BNC2 activation after an overnight fast compared with GFP expressing controls (Fig. 3i,j). However, there was no preference for the photostimulation-paired chamber in sated mice that were tested in the light cycle (Fig. 3j and Extended Data Fig. 5h).

## BNC2 neurons inhibit AGRP/NPY neurons

Food deprivation leads to the activation of AGRP/NPY neurons that is associated with negative valence, raising the possibility that BNC2 activation is associated with positive valence because they inhibit AGRP/NPY neurons^17,29^. We evaluated this using ChR2-assisted circuit mapping (CRACM) on brain slices^30^. A Flp-dependent mCherry AAV (fDIO-mCherry) and a Cre-dependent ChR2-GFP AAV (DIO-ChR2-GFP) were co-injected into the ARC of BNC2-Cre::NPY-FlpO mice^31^. We found dense GFP expression in BNC2 terminals within the ARC, in proximity to AGRP/NPY soma expressing mCherry (Fig. 4a). Evoked inhibitory postsynaptic currents (oIPSCs) were recorded in mCherry-labelled AGRP/NPY neurons before and after optogenetic activation of BNC2 neurons (Fig. 4b). We found synchronized oIPSCs after light activation in approximately 81% of AGRP/NPY neurons (25 of 31) with a rapid onset and a latency of 5.12 ms (Fig. 4c,d) indeed indicating that BNC2 neurons directly inhibit AGRP/NPY neurons. Consistent with this, the oIPSCs were abolished after the application of the sodium channel blocker tetrodotoxin (TTX), which blocks APs in all neurons, but inhibitory currents onto AGRP/NPY neurons were restored by the co-application of 4-aminopyride (4-AP)—a potassium channel antagonist that enables ChR2-mediated depolarization of local presynaptic terminals (Fig. 4c,e). Finally, the oIPSCs observed in the presence of TTX and 4-AP were blocked after the application of the GABA_A_ receptor antagonist picrotoxin (PTX) (Fig. 4c,e). In aggregate, these data show that BNC2 neurons directly inhibit AGRP/NPY neurons through the GABA_A_ receptor.

**Fig. 4:**
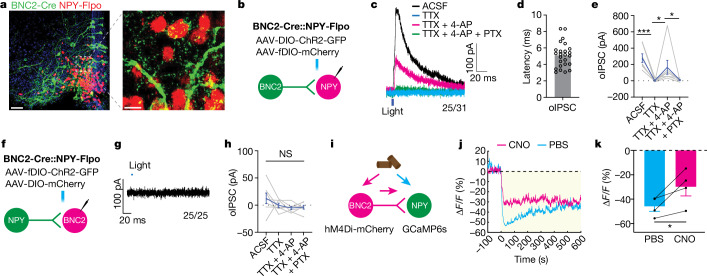
BNC2 neurons monosynaptically inhibit AGRP/NPY neurons. **a**, Representative image of GFP and mCherry immunostaining in the ARC of adult BNC2-Cre::NPY-Flpo mice injected with AAV-DIO-ChR2-GFP and AAV-fDIO-mCherry (*n* = 4 mice). **b**,**f**, Schematics of ChR2-assisted circuity mapping to assess projections from BNC2 neurons to NPY neurons (**b**) or from NPY neurons to BNC2 neurons (**f**). **c**, Representative oIPSCs from NPY neurons following activation of BNC2 neurons with different blockers. **d**, oIPSC latency upon light stimulation (*n* = 29 cells from four mice). **e**, Quantification of oIPSC amplitude shown in **c** (*n* = 7 cells from four mice; Friedman test). **g**, Representative oIPSCs from BNC2 neurons following activation of NPY neurons. **h**, Quantification of oIPSC amplitudes under different conditions (*n* = 7 cells from four mice; two-way ANOVA). **i**, Experimental design and hypothesis. **j**, Average calcium traces from NPY neurons aligned to the time of chow presentation in mice receiving PBS (blue) or CNO (red). **k**, Quantification of fluorescence changes within the 0–200 s timeframe shown in **j** (*n* = 4 mice, paired Student’s *t*-test). Data are presented as mean ± s.e.m. NS, not significant; *P < 0.05; ***P < 0.001. Statistical details in Source Data. Scale bars, 50 μm (**a**, left), 10 μm (**a**, right). ACSF, artificial cerebrospinal fluid. Source Data

We also tested whether AGRP/NPY neurons could inhibit BNC2 neurons by injecting AAV-fDIO-ChR2-GFP and AAV-DIO-mCherry into the ARC of BNC2-Cre::NPY-FlpO mice. However, in contrast to the effects of BNC2 activation to increase oIPSCs in AGRP/NPY neurons, we failed to see an effect of AGRP/NPY activation on postsynaptic currents in mCherry-labelled BNC2 neurons (0 of 25) (Fig. 4f–h). This was despite the fact that brief blue light pulses triggered APs in GFP-labelled AGRP/NPY neurons (Extended Data Fig. 6a,b). Thus, while BNC2 neurons directly inhibit AGRP/NPY neurons, AGRP/NPY neurons do not alter the activity of BNC2 neurons.

Previous reports have shown that AGRP/NPY neuronal activity is inhibited by the presence of food cues^17,29^. This raised the possibility that BNC2 neuronal activation might mediate some or all of the effect of food cues to inhibit AGRP/NPY neurons. We tested this by injecting AAV-DIO-hM4Di-mCherry, an inhibitory DREADD, together with an AAV-fDIO-GCaMP6s into the ARC of BNC2-Cre::NPY-FlpO (Fig. 4i). After an overnight fast, we administered PBS or CNO 30 min before providing the animal with chow (Extended Data Fig. 6c). Consistent with the previous results (Fig. 3), inhibition of BNC2 neurons significantly increased food intake relative to PBS-treated controls (Extended Data Fig. 6d). We then imaged the activity of AGRP/NPY neurons after refeeding using fibre photometry with or without inhibition of BNC2 neurons. As reported previously, control mice receiving PBS showed a robust reduction in calcium signals in AGRP/NPY neurons when given chow food (Fig. 4j,k). We then measured the activity of AGRP/NPY neurons after giving CNO and found that the inhibition of BNC2 neurons significantly attenuated the decrease in AGRP/NPY activity seen after refeeding (Fig. 4j,k). These findings indicate that a portion of the sensory inputs that suppress AGRP/NPY neurons after refeeding are conveyed by BNC2 neurons.

## LepR knockout in BNC2 neurons causes obesity

BNC2 neurons express LepR (Fig. 1) and are activated by leptin (Fig. 2), indicating that they mediate some of leptin’s effects. We assess this possibility by knocking out LepR in BNC2 neurons using CRISPR–Cas9 genome editing technology. BNC2-Cre mice were bred to LSL-Cas9-GFP mice^32^, and an AAV carrying two single guide RNAs (sgRNAs) designed to target the mouse *Lepr* (sgLepr) locus, or two control guide RNAs (sgCtrl)^19,33^, were injected bilaterally into the ARC. The specific deletion of the *Lepr* gene was confirmed by showing that leptin no longer increased the amounts of pSTAT3 in BNC2 neurons that received injections of the sgLepr guide RNAs compared with those receiving sgCtrl guide RNAs (Fig. 2 and Extended Data Fig. 7).

Male and female mice with a LepR knockout in BNC2 neurons gained significantly more weight compared with the sgCtrl-injected mice (Fig. 5a and Extended Data Fig. 8a) when fed on chow. Eight weeks after the guide RNA injection, fat mass within the sgLepr group was also significantly increased relative to the sgCtrl group with a small increase in lean mass (Fig. 5b and Extended Data Fig. 8b). Daily food intake was significantly higher in sgLepr mice at week 8, compared with their sgCtrl counterparts (Fig. 5c and Extended Data Fig. 8c). Total energy expenditure (EE) was increased significantly in the BNC2 LepR knockout mice, and this was still evident even when indexed to lean mass (Extended Data Fig. 8d–f). However, this difference was no longer significant when the regression analysis of EE was calculated relative to body weight (Extended Data Fig. 8g). This indicates that the primary effect of the knockout to increase weight is a result of increased food intake. There was no difference in locomotor activity between the two groups (Extended Data Fig. 8h,i). The respiratory exchange ratio was higher in the sgLepr group in comparison with the sgCtrl group (Extended Data Fig. 8j,k), indicating that there is increased carbohydrate use. We next evaluated the response of the BNC2 LepR knockout mice to a highly palatable diet. BNC2 LepR male knockouts fed a standard high-fat diet (HFD, 60 kcal% fat) gained significantly more weight compared with sgCtrl-injected mice (Extended Data Fig. 8l). The sgLepr group also exhibited a substantial increase in fat mass, a small increase in lean mass and higher HFD consumption compared with controls (Extended Data Fig. 8m,n).

**Fig. 5:**
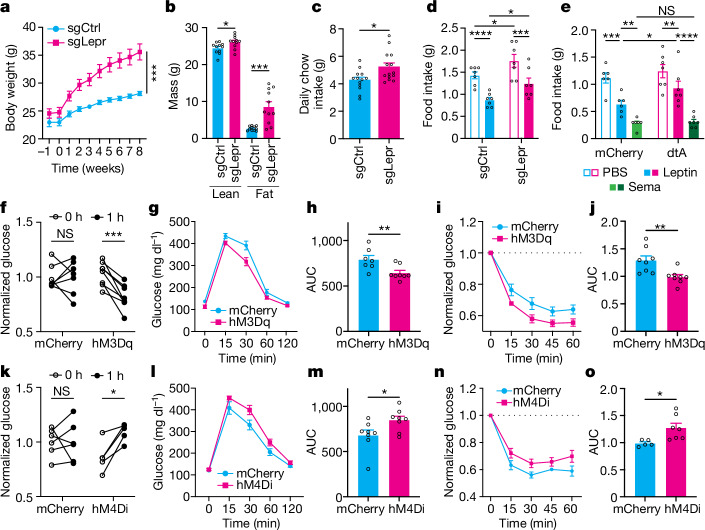
LepR knockout in BNC2 neurons causes obesity. **a**, Body weight of male mice on chow diet following sgCtrl or sgLepr injection (*n* = 14 mice per group; two-way ANOVA). **b**, Body composition of the two groups 8 weeks after virus injection (*n* = 11 mice per group, unpaired Student’s *t*-test). **c**, Daily chow intake 8 weeks after injection (*n* = 13 sgCtrl-injected mice, *n* = 14 sgLepr-injected mice; Mann–Whitney test). **d**, Food intake 3 h after PBS or leptin injection at the onset of the night dark phase in male mice (*n* = 7 mice per group; two-way ANOVA). **e**, Food intake 3 h after PBS, leptin or Sema administration at the night phase onset in male mice (*n* = 6 mCherry-injected mice, *n* = 7 dtA-injected mice; two-way ANOVA). **f**, Glucose concentrations at 0 and 1 h after CNO injection following 16-h overnight fasting in male mice (*n* = 7 mCherry-injected mice, *n* = 8 hM3Dq-injected mice; paired Student’s *t*-test or Wilcoxon test). **g**,**h**, GTT of two groups 1 h after CNO injection (*n* = 7 mCherry-injected mice, *n* = 8 hM3Dq-injected mice; Mann–Whitney test). GTT curves (**g**) and area under curve (AUC) (**h**). **i**,**j**, ITT of two groups of mice 1 h after CNO injection (*n* = 8 mCherry-injected mice, *n* = 8 hM3Dq-injected mice, unpaired Student’s *t*-test). ITT curves (**i**) and AUC (**j**). **k**, Glucose concentrations at 0 and 1 h after CNO injection after 16-h overnight fasting in male mice (*n* = 6 mCherry-injected mice, *n* = 5 hM4Di-injected mice, paired Student’s *t*-test). **l**,**m**, GTT 1 h after CNO injection (*n* = 8 mCherry-injected mice, *n* = 8 hM4Di-injected mice, unpaired Student’s *t*-test). GTT curves (**l**) and AUC (**m**). **n**,**o**, ITT 1 h after CNO injection (*n* = 5 mCherry-injected mice, *n* = 7 hM4Di-injected mice, unpaired Student’s *t*-test). ITT curves (**n**) and AUC (**o**). Data are presented as mean ± s.e.m. NS, not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.001. Statistical details in Source Data. Source Data

To further assess the role of BNC2 neurons in mediating leptin signalling, we examined how a LepR knockout in BNC2 neurons affects the response to leptin. In these studies, we assessed the response to leptin 2 weeks after virus injection, which was before the time that the BNC2 LepR knockout mice developed obesity. We administered PBS or leptin (5 mg kg^−1^) to sgCtrl-injected or sgLepr-injected male mice immediately before the onset of the dark phase and measured food intake over the ensuing 3 h. Although leptin injection significantly reduced food intake in both groups, the sgLepr-injected mice consumed significantly more chow than did the sgCtrl-injected mice (Fig. 5d). These data show that LepR in BNC2 neurons is required for the full effect of leptin. In analogous studies, we ablated BNC2 neurons in the ARC and evaluated their response to leptin and glucagon-like peptide-1 (GLP-1). AAV-mCherry-flex-dtA was injected bilaterally into the ARC of adult male BNC2-Cre mice to ablate BNC2 neurons. Mice injected with AAV-DIO-mCherry served as controls. Here again, we found that the effect of leptin was decreased significantly in the dtA-injected mice versus the mCherry control mice receiving leptin (Fig. 5e). We also tested the effect of semaglutide (Sema)—a GLP-1 receptor agonist—in these animals. In contrast to the response to leptin, we found that Sema (10 nmol kg^−1^) decreased food intake in both groups to a similar extent (Fig. 5e). This shows that, although BNC2 neurons are required for the complete response to leptin, they do not account for the effects of Sema.

Finally, we assayed glucose homeostasis in the BNC2 LepR knockouts and found that sgLepr male mice fed a chow diet for 9 weeks had increased fasting blood glucose levels (Extended Data Fig. 8o). The BNC2 LepR knockout mice also showed impaired glucose tolerance during a glucose tolerance test (GTT), and a significantly reduced response to insulin compared with sgCtrl in an insulin tolerance test (ITT) (Extended Data Fig. 8p–s). To evaluate whether the impaired glucose tolerance and insulin action in BNC2 LepR knockout mice was a direct effect or secondary to their obesity, we modulated the activity of BNC2 neurons using chemogenetics. AAVs expressing Cre-dependent activating or inhibitory DREADDs were injected into the ARC of BNC2-Cre male mice. Normal chow-fed mice receiving the activating hM3Dq DREADDs were fasted overnight, after which CNO was injected. At 1 h, the treated mice showed significantly decreased blood glucose levels compared with control mCherry-injected controls (Fig. 5f). We also observed an improvement in glucose tolerance and enhanced insulin sensitivity in the mice after activation of BNC2 neurons compared with control mice (Fig. 5g–j). Similar to the effects on valence, this effect is opposite to that seen after AGRP neuron activation^20^. Consistent with this, chemogenetic silencing of BNC2 neurons in chow-fed mice increased blood glucose levels and impaired glucose tolerance and insulin sensitivity (Fig. 5k–o). These data show that BNC2 neurons can acutely regulate peripheral glucose homeostasis independent of their effect on food intake and body weight.

## Discussion

Leptin regulates food intake and body weight by modulating the activity of discrete neural populations expressing LepR in the ARC and elsewhere^1^, including orexigenic AGRP/NPY neurons and anorexigenic POMC neurons. However, several lines of evidence have raised the possibility that there are other, as yet unknown leptin-regulated neurons that suppress appetite^9,10,34^. However, the nature of this putative population(s) was not known.

Here we report the use of snRNA-seq to identify a new LepR-expressing neuron cluster in the ARC that expresses the *Bnc2* marker gene. Although there are fewer BNC2 neurons compared with those expressing POMC and AGRP/NPY, the amount of LepR in BNC2 neurons is as high or higher than in these other populations. The data further show that BNC2 neurons are activated rapidly by leptin or the presence of food and that the level of activation is further modulated by food palatability, nutritional status and food consumption (Extended Data Fig. 9). BNC2 neurons directly inhibit AGRP/NPY neurons and BNC2 activation reduces food intake for a sustained period. Activating BNC2 neurons also decreases peripheral glucose concentrations and increases insulin sensitivity while silencing them has the opposite effects. Finally, in contrast to anorexigenic POMC neurons, a BNC2-specific knockout of LepR causes significant hyperphagia and obesity. These findings establish a role for BNC2 neurons to acutely induce satiety in response to leptin and thus add an important new cellular component to the neural pathways that maintain homeostatic control of energy balance.

The *Bnc2* gene encodes a conserved transcription factor expressed during development and has been reported to play a role in cell development, proliferation, pigmentation and liver fibrosis^35–38^. In support of a potential role to regulate weight, genome-wide association studies have consistently linked the *Bnc2* gene to body mass index, fat distribution and diabetes^39,40^, although the underlying mechanisms have not been explored previously. In the current paper, we used *Bnc2* as a marker gene, but these genetic data together with the data reported here also raises the possibility that *Bnc2* itself could have a role in the development or function of the BNC2/LepR neurons we identified. Further studies including knocking out the *Bnc2* gene exclusively in BNC2/LepR neurons will be necessary to assess this possibility and are now underway. While LepR clusters not expressing AGRP/NPY or POMC in the ARC have been identified previously in other studies, TRH, the canonical marker expressed in this cluster is also expressed in non-LepR clusters^22^. By contrast, BNC2 expression in the ARC is restricted to LepR neurons, making it particularly useful for probing the function of the neurons in this cluster. This enabled us to establish an important role for these neurons to regulate food intake and mediate leptin action. A recent report has indicated that TRH neurons in the ARC can also reduce food intake and body weight but the data indicate that these neurons are regulated by GLP-1, not leptin^41^. By contrast, as shown in this report, BNC2 neurons in ARC are regulated by leptin but not GLP-1, indicating that BNC2 and TRH neurons in ARC are functionally distinct.

The canonical ‘yin–yang’ model of feeding regulation has emphasized the opposing roles of POMC neurons (suppressing hunger) and AGRP/NPY neurons (promoting hunger)^2^. However, as described above, the characteristics of these neural populations are markedly different in several respects, indicating that there might be a missing leptin-regulated neuronal population that acutely suppresses food intake. Consistent with this, a knockout of LepR in GABAergic neurons had a greater effect than did a knockout of LepR in AGRP or POMC neurons^9^. The identity of this ‘missing’ GABAergic population was not known and the evidence reported here showing that BNC2/LepR neurons rapidly suppress feeding indicates that they serve this function. However, these data do not exclude the possibility that other populations might also contribute.

Optogenetic activation of BNC2 neurons potently reduces food intake for a sustained period even after photoactivation has ceased. This is analogous to the sustained effect of AGRP/NPY neuronal activation to increase in food intake through the release of neuropeptide Y^42,43^. The sustained satiety effect of activating BNC2 neurons lasted at least 20 min, possibly longer. Previous research indicates that sustained hunger after AGRP/NPY neuron activation can extend up to 1 h (ref. ^42^). BNC2 neurons are GABAergic and directly inhibit AGRP/NPY neurons through the GABA_A_ receptor although, as is the case for other feeding neurons, it is possible that neuropeptides also contribute. 

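Of the 17 neurons with a Bnc2 UMI, 13 had a Scg2 UMI (76.5%, interval 50.1 to 93.2), 7 a Chga UMI (41.2%, 18.4 to 67.1) and 2 a Trh UMI (11.8%, 1.46 to 36.4). The other neurons had these genes in 67.5%, 28.3% and 12.6% of nuclei, each within the interval for the Bnc2-positive neurons. In the 29 non-neuronal nuclei, less deep by their median UMI count, the shares were 72.4% for Scg2, 13.8% for Chga and 13.8% for Trh, so that the shares of Scg2 and Trh were not set apart from those in nuclei of another type. Of the 4 Bnc2-positive neurons left after thinning, 1 had Scg2, 1 had Chga and 0 had Trh. Across neuron clusters Trh ranged from 18.1 to 35.1 CPM, with 30.7 in cluster 2 (24.5 to 37.9).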

The snRNA-seq data shows expression of several putative neuropeptides in BNC2 neurons including *Scg2, Chga* and *Trh*, which have been implicated in feeding control and energy balance^44–47^. Future studies will be necessary to determine whether, in addition to GABA, these neuropeptides mediate some of the effects of BNC2 neurons.

BNC2 neurons suppress appetite, at least in part, by directly inhibiting AGRP/NPY neurons through monosynaptic connections. However, as is the case for POMC neurons, this interaction is not reciprocal^48,49^ as AGRP/NPY neurons do not seem to modulate the activity of BNC2 neurons. Similar to AGRP/NPY neurons, BNC2 neurons are activated by sensory cues associated with food and may function as coincidence detectors for both sensory and interoceptive inputs such as leptin. The rapid regulation of AGRP/NPY and BNC2 neurons by food cues is probably mediated by associative sensory inputs, the precise source of which is unknown at present. It is plausible that these sensory inputs synapse onto both BNC2 neurons and AGRP/NPY neurons, exerting distinct effects on these two neuronal populations. If true, mapping the afferent inputs to both may reveal anatomic sites that convey associative sensory inputs. Alternatively, the food cues may target primarily BNC2 neurons, which subsequently relay the information to AGRP/NPY neurons. In support of the former, we find that inhibiting BNC2 neurons only partially blunts the effect of food cues to suppress AGRP/NPY activity, indicating that both direct and indirect (through BNC2 neurons) pathways contribute. It has also been shown that while food cues can transiently suppress AGRP/NPY activity, caloric content and consumption are required for a sustained reduction in their activity^50^. This is also the case for BNC2 neurons because the level of BNC2 neuron activity decreases markedly when the food is removed.

In addition to markedly increasing weight, deletion of LepR in adult BNC2 neurons resulted in abnormal GTTs and ITTs, indicating a potential role of BNC2 neurons to also regulate glucose metabolism. Indeed, activating BNC2 neurons in the ARC decreases peripheral glucose concentrations and enhances insulin sensitivity, whereas inhibiting them has the opposite effect, extending their role beyond feeding regulation. Here again, some of these effects could be a result of the effect of BNC2 neurons on AGRP/NPY neural activity.

In summary, we have identified BNC2 neurons as a fast-acting population of neurons that acutely regulate feeding and energy balance bidirectionally. These findings add an important new component to the neural circuit that regulates appetite and adiposity, while also shedding new light on the mechanisms by which leptin regulates this system. Finally, pharmacologic activation of these neurons could have therapeutic implications to reduce weight or suppress the negative valence associated with hunger.

## Methods

### Mice

All animal experiments were approved by the Institutional Animal Care and Use Committee at Rockefeller University and were carried out in accordance with the National Institutes of Health guidelines. Mice were group housed in a 12-h light/12-h dark cycle at 22 °C and 30–60% humidity with ad libitum access to a normal chow diet and water. We used the following mouse genotypes: C57BL/6J (wild type (WT); stock no. 000664, The Jackson Laboratory), NPY-IRES2-FlpO-D (The Jackson Laboratory, stock no. 030211), Rosa26-LSL-Cas9 (The Jackson Laboratory, stock no. 024857) and BNC2-P2A-iCre (see below). For all Cre or Flp mouse line experiments, only heterozygous animals were used. Sample sizes were decided on the basis of experiments from similar studies. Littermates of the same sex were assigned randomly to either experimental or control groups. The experiments were performed using both male and female mice, as indicated.

### Generation of BNC2-P2A-iCre mouse line

The BNC2-P2A-iCre mouse line was generated by the CRISPR and Genome Editing Resource Center and Transgenic and Reproductive Technology Resource Center at Rockefeller University using CRISPR–Cas9 technology^51^. Briefly, a custom-designed long single-stranded DNA (lssDNA) donor, containing homology arms of *Bnc2* locus flanking the P2A-iCre sequence, was inserted near the endogenous STOP codon. Two guide RNAs (sgRNAs) were used to induce site-specific double-stranded breaks. The lssDNA donor with the pre-assembled Cas9 protein–gRNA complexes was mixed and microinjected into C57BL/6J mouse zygotes following standard CRISPR genome engineering protocols. The resulting live offspring were genotyped by PCR with two sets of primers that specifically amplified the mutant allele. Validation was ensured by Sanger sequencing. The BNC2-P2A-iCre transgenic animals were bred to C57BL/6J mice for maintenance.

### Viruses

AAVs used in these studies were obtained from Addgene, UNC Vector Core, or generated by Janelia Viral Tools Service. We used the following viruses: AAV5-hSyn-DIO-hM3D(Gq)-mCherry (Addgene, catalogue no. 44361, 2.2 × 10^13 ^vg ml^−1^), AAV5-hSyn-DIO-hM4Di(Gi)-mCherry (Addgene, catalogue no. 44362, 2.5 × 10^13 ^vg ml^−1^), AAV5-hSyn-DIO-mCherry (Addgene, catalogue no. 50459, 2.2 × 10^13 ^vg ml^−1^), AAV5-Ef1a-DIO-EYFP (Addgene, catalogue no. 27056, 1.6 × 10^13 ^vg ml^−1^), AAV5-hSyn-Flex-GCaMP6s-WPRE (Addgene, catalogue no. 100845, 2.9 × 10^13 ^vg ml^−1^), AAV5-EF1a-DIO-hChR2(H134R)-EYFP (UNC Vector Core, 2.7 × 10^12 ^vg ml^−1^), AAV1-hSyn1-SIO-stGtACR2-FusionRed (Addgene, catalogue no. 105677, 2.1 × 10^13 ^vg ml^−1^), AAV5-Ef1a-fDIO-mCherry (Addgene, catalogue no. 114471, 2.3 × 10^13 ^vg ml^−1^), AAV8-Ef1a-fDIO-GCaMP6s (Addgene, catalogue no. 105714, 2.1 × 10^13^ vg ml^−1^), AAV5&DJ-EF1a-fDIO-hChR2(H134R)-EYFP-WPRE (UNC Vector Core, 1.4 × 10^12 ^vg ml^−1^), AAV5-Ef1a-mCherry-flex-dtA (Addgene, catalogue no. 58536, 3.88 × 10^12 ^vg ml^−1^). For *Lepr* deletion, AAV viral vectors were cloned inhouse and packaged with the AAV5 serotype using Janelia Viral Tools Service. The sequences of sgLepR are: 5′-GAGTCATCGGTTGTGTTCGG-3′, 5′-TGCCGGCGGTTGGATG GACT-3′ (virus titre, 4.9 × 10^12 ^vg ml^−1^); The sequence of sgCtrl is: 5′-TTTTTTTTTTTTTTGAATTC-3′ (virus titre, 8.5 × 10^12 ^vg ml^−1^). Viral aliquots were stored at −80 °C before stereotaxic injection.

### Chemicals and diet

The following chemicals were used in this study: Leptin (ThermoFisher Scientific, catalogue no. 498OB05M, 3 mg kg^−1^ or 5 mg kg^−1^, intraperitoneal injection), Sema (Millipore Sigma, catalogue no. AT35750, 10 nmol kg^−1^, subcutaneous injection), CNO dihydrochloride (Tocris, catalogue no. 6329, 3 mg kg^−1^, intraperitoneal injection), sucrose tablets 20 mg (TestDiet, catalogue no. 1811555) and HFD (Research Diets, 60% kcal% Fat).

### Stereotactic surgery

Mice (8–10 weeks old) were anaesthetized using isoflurane anaesthesia (induction 5%, maintenance 1.5–2%) and positioned on a stereotaxic rig (Kopf Instruments, Model 1900). Viruses were delivered into the brains through a glass capillary using a Drummond Scientific Nanoject III Programmable Nanoliter Injector. For the ARC region, the following coordinates relative to the bregma were used: anterior–posterior, −1.65 mm to −1.70 mm; medial–lateral (ML), ±0.25 mm to 0.30 mm and dorsal–ventral (DV), −5.9 mm. For chemogenetics experiments, Bnc2 neuron labeling and *Lepr* deletion, 30–50 nl of the virus was injected bilaterally at a rate of 1 nl s^−1^. For optogenetics, 30 nl of the virus was injected unilaterally at a rate of 1 nl s^−1^ followed by the implant of an optical fibre (ThorLabs, catalogue no. CFM12U-20) at 200 µm above the ARC (anterior–posterior, −1.65 mm; ML, 0.3 mm; DV, −5.7 mm). For fibre photometry experiments, 30 nl of the virus was injected unilaterally followed by the implant of an optical fibre cannula (Doric, catalogue no. MFP_400/430/1100-0.57_1m_FCM-MF2.5_LAF) at 150 µm above the ARC (anterior–posterior, −1.65 mm; ML, 0.3 mm; DV, −5.75 mm). For CRACM experiments, the two viruses were mixed at the ratio of 1:1, and 50 nl of the mixed virus was injected bilaterally into the ARC.

### Isolation of nuclei and snRNA-seq

Male C57BL/6J mice aged 10–12 weeks were euthanized by transcardial perfusion using ice-cold HEPES-Sucrose Cutting Solution containing NaCl (110 mM), HEPES (10 mM), glucose (25 mM), sucrose (75 mM), MgCl_2_ (7.5 mM) and KCl (2.5 mM) at pH 7.4 (ref. ^52^). Subsequently, brains were dissected quickly in the same solution, frozen using liquid nitrogen and stored at −80 °C until nuclei isolation. To isolate nuclei, as described previously^53,54^, the samples were thawed on ice, resuspended in HD buffer containing tricine KOH (10 mM), KCl (25 mM), MgCl_2_ (5 mM), sucrose (250 mM), 0.1% Triton X-100, SuperRNaseIn (0.5 U ml^−1^), RNase Inhibitor (0.5 U ml^−1^). Samples were homogenized using a 1 ml dounce homogenizer. The resulting homogenates were filtered using a 40 μM filter, centrifuged at 600*g* for 10 min and resuspended in nucleus storage buffer containing sucrose (166.5 mM), MgCl_2_ (10 mM), Tris buffer (pH 8.0, 10 mM), SuperRNaseIn (0.05 U ml^−1^), RNase Inhibitor (0.05 U ml^−1^) for subsequent staining. Nucleus quality and number were assessed using an automated cell counter (Countess II, ThermoFisher). For staining, nuclei were labelled with Hoechst 33342 (ThermoFisher Scientific, catalogue no. H3570; 0.5 µl per million nuclei), anti-NeuN Alexa Fluor 647-conjugated antibody (Abcam, catalogue no. ab190565; 0.5 µl per million nuclei) and TotalSeq anti-Nuclear Pore Complex Proteins Hashtag antibody (BioLegend, catalogue no. 682205; 0.5 mg per million nuclei) for 15 min at 4 °C. Following staining, samples were washed with 10 ml 2% BSA (in PBS) and centrifuged at 600*g* for 5 min. Nuclei were then resuspended in 2% BSA (in PBS) with RNase inhibitors (SuperRNaseIn 0.5 U ml^−1^, RNase Inhibitor 0.5 U ml^−1^) for subsequent fluorescence-activated cell sorting. The samples were gated on the basis of Hoechst fluorescence to identify nuclei and then further sorted on the basis of high Alexa Fluor 647 expression, designating NeuN^+^ nuclei as neurons.

Nuclei were captured and barcoded using 10x Genomics Chromium v.3 following the manufacturer’s protocol. The processing and library preparation were carried out by the Genomics Resource Center at Rockefeller University, and sequencing was performed by Genewiz using Illumina sequencers.

### SnRNA-seq analysis

The FASTQ file was analysed with Cell Ranger v.5.0. The snRNA-seq data for ARC (WT) was preprocessed individually using the Seurat v.4 (v.4.0.3)^55^. Cells with more than 800 and fewer than 5,000 RNA features were selected for further analysis. Cells with greater than 1% mitochondrial genes and greater than 12,000 total RNA counts were also removed. Genes detected in fewer than three cells were excluded. We then demultiplexed the cells on the basis of their hashtag count (positive quantile = 0.8) using the built-in function in Seurat v.4. Only the cells with singlet Hashtag assignment were kept for downstream analysis. The data was then log-normalized with a scale factor of 10,000. After the initial quality control, demultiplexing and normalization steps, all the singlets were then scaled and reduced dimensionally with principal component analysis and uniform manifold approximation and projection (UMAP). Leiden clustering (resolution = 0.55) was applied to identify clusters. We used known cell-type specific gene expression to annotate the clusters.

We analysed co-expression of marker genes within the human ARC using previously published human adult samples, and the data can be accessed through the NeMO archive (https://assets.nemoarchive.org/dat-917e9vs). A cell was considered to express the marker gene if at least two unique molecular identifiers were detected. The identification of arcuate cells was achieved by clustering and the expression of canonical markers, as detailed in the earlier study. Co-expression of genes such as *Lepr*, *Bnc2*, *Agrp*, *Npy* and *Pomc* was tabulated in R, and two-tailed Fisher’s tests were calculated to assess the significance of co-expression of gene pairs within the 16,819 arcuate cells in the human dataset.

### Chemogenetics for activation or inhibition

AAV viruses were delivered bilaterally into the ARC of male BNC2-Cre mice aged 8–10 weeks. Mice were then allowed to recover and express DREADDs for at least 3 weeks. For activation or inhibition, animals were injected intraperitoneally with 3 mg kg^−1^ of CNO or PBS (control).

### Optogenetics for activation or inhibition

AAV viruses were delivered unilaterally into the ARC of male BNC2-Cre mice aged 8–10 weeks followed by the implantation of an optic fibre. Subsequently, the mice were given a recovery period of at least 3 weeks to allow for gene expression. Before the experiments, the mice were habituated to patch cables over a period of 5 days. The implanted optic fibres were connected to patch cables using ceramic sleeves (Thorlabs) and linked to a 473 nm laser (OEM Lasers/OptoEngine). The output of the laser was verified at the beginning of each experiment. A blue light, generated by a 473 nm laser diode (OEM Lasers/OptoEngine) with a power of 15 mW, was used. The light pulse (10 ms) and frequency (20 Hz) were controlled by a waveform generator (Keysight) to either activate or inhibit BNC2 neurons in the ARC. In the activation feeding experiments, mice were allowed to acclimate to the cage for 20 min. Subsequently, three feeding sessions, each lasting 20 min, were initiated. During these sessions, the light was turned off for the initial 20 min, switched on for the subsequent 20 min and then turned off again for the remaining 20 min. In the inhibition feeding experiments, following the 20 min acclimation, each feeding session was extended to 30 min. The amount of food consumed during each feeding session was recorded manually. Animals were euthanized at the end of the experiments to confirm viral expression and fibre placement using immunohistochemistry.

### Real-time place preference

A custom-made two-chamber box (50 × 50 × 25 cm black plexiglass) with an 8.5 cm gap enabling animals to move freely between the chambers was used for this assay. To evaluate the initial preference of the mice, they were introduced into the box for a 10 min session without any photostimulation. Subsequently, in the second 10 min session following the initial one, photostimulation (15 mW, 20 Hz) was paired with the chamber for which the mice exhibited less preference during the initial session. The Ethovision XT v.13 software, coupled with a CCD camera, facilitated the recording of the percentage of time spent by the mice in each chamber.

### Fibre photometry

Mice were acclimated to tethering and a home-cage-style arena for 5 min daily over the course of 5 days before the experiment. Data acquisition was conducted using a fibre photometry system from Tucker-Davis Technologies (catalogue no. RZ5P, Synapse) and Doric components, with recordings synchronized to video data in Ethovision by transistor–transistor logic triggering. A dual fluorescence Mini Cube (Doric) combined light from 465 nm and isosbestic 405 nm light-emitting diodes (LEDs), which were transmitted through the recording fibre connected to the implant. GCaMP6s fluorescence, representing the calcium-dependent signal (525 nm), and isosbestic control (430 nm) were detected using femtowatt photoreceivers (Newport, catalogue no. 2151) and a lock-in amplifier at a sampling rate of 1 kHz. Analysis was conducted using a Matlab script involving the removal of bleaching and movement artifacts using a polynomial least square fit applied to the 405 nm signal, adjusting it to the 465 nm trace (405_fitted_), and then calculating the GCaMP signal as %Δ*F*/*F* = (465_signal_ − 405_fitted_)/405_fitted_. The resulting traces were filtered using a moving average filter and down-sampled by a factor of 20. The code is available upon request.

### In situ hybridization

Mice were briefly transcardially perfused with ice-cold RNase-free PBS. Brains were then quickly collected, embedded in optimal cutting temperature embedding medium on dry ice, and stored at −80 °C until cryostat sectioning (15 µm thickness) onto Superfrost Plus Adhesion Slides (ThermoFisher). The RNAscope Fluorescent Multiplex assay (Advanced Cell Diagnostics Bio) was based on the manufacturer’s protocol. All reagents were purchased from Advanced Cell Diagnostics (ACDbio). Probes for the following mRNAs were used: *Agrp* (catalogue no. 400711-C3), *Pomc* (catalogue no. 314081-C3), *Lepr* (catalogue no. 402731), *Slc31a1* (catalogue no. 319191) and *Bnc2* (catalogue no. 518521-C2). Briefly, brain sections were fixed in 4% paraformaldehyde (PFA) at 4 °C for 15 min followed by serial submersion in 50% ethanol, 70% ethanol, and twice in 100% ethanol for 5 min each at room temperature. Sections were treated with Protease IV for 30 min at room temperature followed by a 2 h incubation with specific probes at 40 °C using a HyBez oven. Signal amplification was achieved through successive incubations with Amp-1, Amp-2, Amp-3 and Amp-4 for 30, 15, 30 and 15 min, respectively, at 40 °C using a HyBez oven. Each incubation step was followed by two 2 min washes in RNAscope washing buffer. Nucleic acids were counterstained with DAPI Fluoromount-G (SouthernBiotech) mounting medium before coverslipping. The slides were visualized using an inverted Zeiss LSM 780 laser scanning confocal microscope with a ×20 lens. The acquired images were imported into Fiji for further analysis.

### Immunohistochemistry

Mice were perfused transcardially with PBS first and then 4% PFA for fixation. Brains were collected and immersed in 4% PFA overnight at 4 °C for more fixation. Fixed brains were immersed sequentially in 10% sucrose, 20% sucrose and 30% sucrose buffers for 1 h, 1 h and overnight, respectively, all at 4 °C. After this, the brains were embedded in optimal cutting temperature embedding medium and stored at −80 °C until cryostat sectioning (30–50 µm thickness). For the staining process, brain sections were first blocked in a blocking buffer containing 3% BSA, 2% goat serum and 0.1% Triton X-100 in PBS for 30 min at room temperature followed by an overnight incubation with primary antibodies in the cold room. After washing in PBS, the sections were incubated with fluorescence-conjugated secondary antibodies (Invitrogen) for 1 h at room temperature. Stained sections were mounted onto SuperFrost (Fisher Scientific catalogue no. 22-034- 980) slides and then visualized with an inverted Zeiss LSM 780 laser scanning confocal microscope with a ×10 or ×20 lens. The acquired images were imported to Fiji for further analysis. The following antibodies were used: FOS antibody (1:1,000; Synaptic systems, catalogue no. 226308), pSTAT3 antibody (1:1,000; Cell Signaling Technology, catalogue no. 9145 s), GFP (1:1,000; abcam, catalogue no. ab13970), RFP (1:1,000; Rockland, catalogue no. 600-401-379).

### Electrophysiology and CRACM

Adult mice were euthanized by transcardial perfusion using ice-cold cutting solution containing choline chloride (110 mM), NaHCO_3_ (25 mM), KCl (2.5 mM), MgCl_2_ (7 mM), CaCl_2_ (0.5 mM), NaH_2_PO_4_ (1.25 mM), glucose (25 mM), ascorbic acid (11.6 mM) and pyruvic acid (3.1 mM). Subsequently, brains were quickly dissected in the same solution and sectioned using a vibratome into 275 µm coronal sections. These sections were then incubated in artificial cerebral spinal fluid containing NaCl (125 mM), KCl (2.5 mM), NaH_2_PO_4_ (1.25 mM), NaHCO_3_ (25 mM), MgCl_2_ (1 mM), CaCl_2_ (2 mM) and glucose (11 mM) at 34 °C for 30 min, followed by room temperature incubation until use. The intracellular solution for current-clamp recordings contained K-gluconate (145 mM), MgCl_2_ (2 mM), Na_2_ATP (2 mM), HEPES (10 mM) and EGTA (0.2 mM, 286 mOsm, pH 7.2). The intracellular solution for the voltage-clamp recording contained CsMeSO_3_ (135 mM), HEPES (10 mM), EGTA (1 mM), QX-314 (chloride salt, 3.3 mM), Mg-ATP (4 mM), Na-GTP (0.3 mM) and sodium phosphocreatine (8 mM, pH 7.3 adjusted with CsOH). Signals were acquired using the MultiClamp 700B amplifier and digitized at 20 kHz using DigiData1550B (Molecular Devices). The recorded electrophysiological data were analysed using Clampfit (Molecular Devices) and MATLAB (Mathworks).

For CRACM experiments, voltage-clamp recordings were conducted on BNC2 and NPY neurons. To record oIPSCs, the cell membrane potential was held at 0 mV. ChR2-expressing axons were activated using brief pulses of full-field illumination (0.5 ms, 0.1 Hz, ten times) onto the recorded cell with a blue LED light (pE-300 white; CoolLED). Subsequently, TTX (1 µM), 4-AP (100 mM) and PTX (1 µM) were applied sequentially through the bath solution, each for 10–20 min. Data acquisition started at least 5 min after each drug application.

### Indirect calorimetry

Indirect calorimetry was performed using the Phenomaster automated home cage phenotyping system (TSE Systems). Mice were housed individually in environmentally controlled chambers maintained at 22 °C, following a 12 h light/12 h dark cycle, and at 40% humidity, with ad libitum access to food and water. O_2_ and CO_2_ measurements were collected at 15 min intervals with a settling time of 3 min and a sample flow rate of 0.25 l min^−1^. The raw data obtained were analysed using CalR^56^.

### Blood glucose, GTT and ITT

Blood glucose levels were measured using a OneTouch Ultra meter and glucose test strips. For GTTs, mice were fasted overnight followed by a 20% glucose injection (2 g kg^−1^) and glucose measurements at 0, 15, 30, 60 and 120 min. ITTs were conducted after a 4 h fast, with insulin injection (0.75 U kg^−1^) and glucose measurements at 0, 15, 30, 45 and 60 min. To test how BNC2 neuron activity affected glucose metabolism, CNO was injected for 1 h before the start of GTT and ITT experiments.

### Statistical analysis

All statistical analyses used GraphPad Prism v.9. Data distribution was tested for normality (Shapiro–Wilk test) and then comparisons were made using parametric or non-parametric tests, as appropriate. Two-tailed statistical tests were used, and statistical significance was determined by Student’s *t*-test, Mann–Whitney test, Fisher’s exact test, one-way or 2-way ANOVA, and Friedman test as indicated in the Source Data.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-024-08108-2.

## Supplementary information

Reporting Summary

Peer Review File

Supplementary Video 1 PB effect on BNC2 neurons in fasted mice. Calcium signal trace from overnight-fasted male mice expressing GCaMP6s in BNC2 neurons exposed to PB.

## Source data

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 5

Source Data Extended Data Fig. 3

Source Data Extended Data Fig. 4

Source Data Extended Data Fig. 5

Source Data Extended Data Fig. 6

Source Data Extended Data Fig. 8

## Data Availability

All data generated or analysed during this study are included in the manuscript and supporting files. The raw sequencing data of adult mouse ARC have been deposited in the Gene Expression Omnibus and are available under the accession number GSE249564. The snRNA-seq data for adult human ARC are accessible through the NeMO archive (https://assets.nemoarchive.org/dat-917e9vs). Source Data are provided with this paper.

# Supplementary material for: Leptin-activated hypothalamic BNC2 neurons acutely suppress food intake
**Source:** Nature. 2024 Oct 30;636(8041):198–205. doi: 10.1038/s41586-024-08108-2
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Real-time place preference assay data were collected and analyzed using Ethovision XT13. Fiber photometry data were collected through the Fiber Photometry system from Tucker-Davis Technologies (RZ5P, Synapse)                                                                                                                  |
| Data analysis   | The snRNA-seq data were analyzed using Cell Ranger version 5.0, Seurat v4 (v4.0.3), and R studio (2022.07.2). Matalab 2022b was used for the analysis of fiber photometry data. The analytic code is available at this GitHub repository: <a href="https://github.com/yuqiyuqitan/BNC2">https://github.com/yuqiyuqitan/BNC2</a> . |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data generated or analyzed during this study are included in the manuscript and supporting files. The raw sequencing data have been deposited in the Gene Expression Omnibus and are available under the accession number GSE249564.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |    |
|--------------------------------------------------------------------|----|
| Reporting on sex and gender                                        | NA |
| Reporting on race, ethnicity, or other socially relevant groupings | NA |
| Population characteristics                                         | NA |
| Recruitment                                                        | NA |
| Ethics oversight                                                   | NA |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample size were determined based on similar studies in the filed (Xu et al., Nature. 2018. PMID: 29670283; Biglari et al., Nature Neuroscience 2021. PMID: 34002087; Chen et al., Cell.2015. PMID: 25703096; Aponte et al., Nature Neuroscience 2011. PMID: 21209617.). |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                       |
| Replication     | Experiments were performed independently across multiple animal replicates, as detailed in the paper.                                                                                                                                                                        |
| Randomization   | Mice were randomly assigned to control and experimental groups and littermates were used when possible.                                                                                                                                                                      |
| Blinding        | Behavioral data were collected and analyzed blind to whether animals were in control or experimental group.                                                                                                                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | cFos antibody (1:1000, Synaptic systems, #226308), pSTAT3 antibody (1: 1000, Cell Signaling Technology, #9145s), GFP (1:1000, abcam, ab13970), RFP (1:1000, Rockland, #600-401-379), anti-NeuN Alexa Fluor 647-conjugated antibody (Abcam ab190565) (0.5 µl per million nuclei), and TotalSeq anti-Nuclear Pore Complex Proteins Hashtag antibody (BioLegend 682205) (0.5mg per million |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

|            |                                                                                                                                                                                                                                              |
|------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|            | nuclei).                                                                                                                                                                                                                                     |
| Validation | cFOS antibody (PMID: 31257028)<br>pSTAT3 antibody (PMID: 32699414)<br>GFP antibody (PMID:36413988)<br>RFP antibody (PMID: 35705049, 35659861)<br>NeuN antibody (PMID: 36071158, 12556490)<br>Nuclear pore complex (PMID: 12556490, 11448990) |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                            |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Adult male and female (8-20 weeks) mice from strains: C57BL/6J (wild type; number 000664, The Jackson Laboratory), NPY-IRES2-FlpO-D (The Jackson Laboratory, stock no. 030211), Rosa26-LSL-Cas9 (The Jackson Laboratory, stock no. 024857), BNC2-P2A-iCre (made in-house). |
| Wild animals            | This study did not involve wild animals                                                                                                                                                                                                                                    |
| Reporting on sex        | Some experiments were performed using both male and female mice and some were performed using male mice only. The sex information has been stated in the manuscript.                                                                                                       |
| Field-collected samples | This study did not involve samples collected in the field.                                                                                                                                                                                                                 |
| Ethics oversight        | All animal experiments were approved by the Institutional Animal Care and Use Committee at Rockefeller University and were carried out in accordance with the National Institutes of Health guidelines.                                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |    |
|-----------------------|----|
| Seed stocks           | NA |
| Novel plant genotypes | NA |
| Authentication        | NA |

How the deposited data were processed for this re-analysis (not part of the article)

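The data are single-nucleus RNA sequencing of NeuN-positive nuclei from the arcuate nucleus of 6 adult male wild-type mice, given as 1 pooled gene expression library and the hashtag library of the same nuclei. The authors deposited raw counts of UMIs per gene and barcode, made with Cell Ranger (v.5.0 in the paper, 4.0.0 in the header of the matrix) and without normalization. The matrix lists the 11409 barcodes that were called as cells, and the paper's later filters, demultiplexing and clustering are steps it does not include. No annotation of nuclei by cluster was used here, so clusters and their names were rebuilt. The build of the authors' reference is not given in the sources used here. Gene positions were taken from GENCODE M21 on GRCm38, in which 32158 of the 32285 gene identifiers were found.

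The counts were filtered and demultiplexed as the paper describes, in R 4.3.3 with Seurat 5.3.0 and leidenbase 0.1.32, and summarised in Python 3.11.15 with scipy 1.17.1 and numpy 2.4.6. The paper used Seurat v.4. The number of variable genes, components and neighbours and the centring of hashtag counts were not all named in the paper's text. The defaults of Seurat were used where it gave no value. The paper describes the filters before the demultiplexing, and this order was kept. Only nuclei with the ARC hashtag were analysed, a restriction made once the hashtag labels had been read. The median depth was 4827 UMIs per nucleus, at which a gene as rare as Bnc2 was seen in 20 of 3767 nuclei, so shares within Bnc2-positive nuclei have wide intervals.

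Marker lists for 15 cell types or classes were fixed before the data were examined, as were the filters, the main clustering, the alternatives set in advance and the rule for the genes named in the text, which are the genes the paper names for these nuclei, the markers shown in its Fig. 1c and Glp1r. Oxt and Avp, and Sim1 in the nuclei with the PVH hashtag, were looked at after the data were seen. The thresholds by which markers name a cluster were set after the data were seen. A class name needed its first marker and at least 3 markers in all at 1.5-fold or more of summed CPM over the other neurons, each with at least 3 UMIs, and no other class with more markers among the 10 leading genes. A cluster was non-neuronal when the median fold of the neuronal markers was under 0.5 and at least 3 markers of a non-neuronal type passed. A cluster that passed 2 class names was left unnamed, a clause added after a cluster of this kind had been seen.

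Levels are counts per 1000000 (CPM) of summed UMIs with exact Poisson intervals, shares of nuclei have exact binomial intervals, and ratios of levels have intervals from the exact binomial distribution of the counts. With 1 pooled sample no test was made across nuclei. The step that finds fold changes of a cluster was tested on simulated data for 1 cluster of 300 nuclei against the others, over 10579 genes of which 200 were raised by 4-fold, and 100% of the raised genes came out within 0.5 of their log2 fold while 0% of the unchanged genes passed 2-fold. This simulation did not cover the 1.5-fold threshold, genes as rare as Bnc2 or clusters as small as 20 nuclei. It therefore does not bear on the naming of such clusters. Scrublet (scanpy 1.11.5), run with an expected rate of 6%, called 2 of 10170 nuclei as doublets, which is read as the method not having worked, so doublets were removed by hashtag only. The in situ hybridization and the human data were not analysed here.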

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

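The Sim1 value and both of its tests were chosen only after the data were seen. The nuclei carrying the hashtag that the files label PVH are not described in the paper's account of the arcuate nuclei. In these 3074 nuclei Sim1 was at 109 CPM (interval 104 to 114), with a UMI in 885 nuclei, against 10.6 (9.17 to 12.1) and 109 nuclei among the 3767 with the ARC hashtag. It stood out as a signal in nuclei the paper does not report on by this hashtag, although the paper does not say that they were left out. Sim1 is also among the marker genes that the paper shows for its neuron clusters in Fig. 1c. Nuclei with Sim1 may thus be among the paper's clusters. Singlets of both hashtags, a setting chosen after the data were seen, gave 21 neuron clusters here, as many as the paper. The same setting kept 6841 nuclei, 6812 of them neuronal, against the paper's 3557 and 3481. The ARC hashtag alone gave 3767 and 3738. These totals argue against the paper's clusters including all of the nuclei with the PVH hashtag, though some may be included. Among the ARC-hashtag nuclei, 171 of the 206 Sim1 UMIs lay in cluster 2, the cluster that also held most Bnc2 UMIs of neurons.

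Free RNA of the shared library would reach both groups alike, as Oxt (1.09-fold) and Avp (1.04-fold) did, but Sim1 differed 10.3-fold between the groups, which argues against free RNA as the source. The median depth differed 1.04-fold, which argues against depth. What stays open is how many PVH-called nuclei came from another preparation than the ARC nuclei, and whether the Sim1 nuclei of cluster 2 are nuclei of that preparation with the ARC hashtag or a type of the ARC preparation, which was not tested. A candidate explanation is that they came from another dissected region, as the label reads, but no biological explanation was tested, and the sample descriptions give no such region.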

How the results depend on the processing

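Alternatives concerning the hashtag functions, the singlets of both hashtags and the nuclei with the PVH hashtag were chosen after the data were seen. So were those of neighbours with components and resolution, and the second clustering of cluster 2. Among them, 20 neighbours with 30 components at resolution 2 repeats the resolution of 2.0 set in advance. Lepr in the cluster richest in Bnc2 was also chosen then as a value to follow. The other alternatives were set before the data were examined. Of 184 values under alternatives set in advance, 72 are shares in Bnc2-positive neurons, whose main intervals from 3 neurons are so wide that they say little about stability, and 14 are numbers of BNC2-like nuclei, all at 0. A further 9 are the number of nuclei kept under settings of the clustering alone, which cannot change it. Of the other 89, 85 stayed within 1.5 times of the main count, or within the main interval of the Lepr ratio, and 4 moved. The neuronal nuclei had little room to move under settings of the clustering alone.

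Omitting the hashtag step raised the nuclei to 10170, the neuronal nuclei to 10016 and the neuron clusters to 22, since it keeps every nucleus that passed the filters. At a resolution of 2.0 there were 20 neuron clusters. At 3 UMIs for both genes the share of Bnc2-positive neurons with Lepr was 100%, but this was 1 neuron of 1. The lowest share, without the hashtag step, was 10% (0.253 to 44.5), and the share with Agrp was 20% there (2.52 to 55.6). Over the alternatives set in advance AGRP-like nuclei ranged from 624 to 944, POMC-like nuclei from 268 to 326, and BNC2-like nuclei stayed at 0. VMH-like clusters stayed at 1. The log2 ratio of Lepr between the AGRP-like and POMC-like clusters ranged from -0.14 to 0.14, changing sign within its main interval, so this ratio settled neither direction, while the mean log-normalized value and the mean per 10000 counts were higher in the AGRP-like cluster at the main setting and in all 14, without an interval.

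Under the added alternatives, keeping singlets of both hashtags gave 6841 nuclei, 6812 neuronal nuclei and 21 neuron clusters, and a positive quantile of 0.99 left 1229 nuclei. The nuclei with the PVH hashtag, with HTODemux after or before the filters, had 0 AGRP-like and 0 POMC-like nuclei. With 30 components, 10 neighbours gave 26 neuron clusters at resolution 2 and 34 at resolution 4, with 2 VMH-like clusters each, and 20 neighbours gave 20 neuron clusters at resolution 2 and 28 at resolution 4, with 122 BNC2-like nuclei at the latter. With 50 components, 10 neighbours gave 30 neuron clusters at resolution 2 and 37 at resolution 4, with 20 BNC2-like nuclei at the latter, and 20 neighbours gave 21 at resolution 2 with 201 BNC2-like nuclei, and 32 at resolution 4. Lepr in the neuron cluster richest in Bnc2 was 27.1 CPM at the main setting. It was between 23.5 and 30.0 under 13 of the alternatives set in advance and 98.9 without the hashtag step. Under the added alternatives it was between 12.9 and 327. Clustering cluster 2 again gave 301 in a part of 25 nuclei at resolution 1 and 78.7 in a part of 118 at resolution 0.55. Higher resolutions split clusters by construction; the cause of the other moves was not tested.

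No paired analysis was possible because the result comes from 1 pooled sample. The planned differences of Lepr between a BNC2-like class and the others, the share of Bnc2 UMIs in that class and its Trh share have no main value, as no such cluster was named, and their alternatives in another unit or thinned were not run. Removing Scrublet doublets was not run as an alternative, since it called 2 of 10170 nuclei. Depth limits every share in Bnc2-positive neurons, which rested on 3 neurons at 2 UMIs.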

Differences from the paper's values

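Settings of neighbours with components and resolution, the second clustering of cluster 2, the singlets of both hashtags and the order of hashtags and filters were chosen after the values were seen, several of them in a search for the paper's Bnc2 cluster. The paper's mean Lepr values carry no unit in its text.

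The paper's number of neuron clusters is 21 and the value here is 13. Among the alternatives set before the data were examined, the number was within 1.5 times of the paper's without the hashtag step (22), with more than 1000 genes, no upper limits, a mitochondrial share of at most 0.5%, 3000 variable genes or the reported genes left out (14 each), and at resolutions of 0.8 (16), 1.2 (18) and 2.0 (20). It was not within 1.5 times with a mitochondrial share of at most 5%, 20 components, 50 components or another seed (13 each), or at a resolution of 0.3 (11). Singlets of both hashtags, and 20 neighbours with 50 components and resolution 2, both chosen after seeing the values, gave 21. The singlets of both hashtags numbered 6841, against the paper's 3557 nuclei.

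The paper's Cluster 17 held 35 nuclei and the value here is 0 BNC2-like nuclei, at the main setting and under all 14 of those alternatives. The marker rule limits this comparison, since at the main setting Cxcl12 had 2 UMIs in cluster 2, where a marker needed at least 3. Without the hashtag step, a cluster of 480 nuclei passed both the BNC2-like and the GHRH-like markers and was left unnamed, by a clause added after seeing it. Its median depth was 1972 UMIs, and Agrp, Npy and Pomc were at 332, 422 and 497 CPM in it. After seeing the values, 8 combinations of neighbours, components and resolution were run. That of 20, 30 and 2 repeated the resolution of 2.0 set in advance. Of the 8, 3 named a BNC2-like cluster, with 122 nuclei (20 neighbours, 30 components, resolution 4), 20 (10, 50 and 4) and 201 (20, 50 and 2). The cluster of 201 held all 29 nuclei of the main non-neuronal cluster. Of the 3 sizes, 20 lies nearest to the paper's 35 but is more than 1.5 times below it. At 10 neighbours, 30 components and resolution 4, also chosen after seeing the values, the cluster richest in Bnc2 had 31 nuclei, 6 of them with Bnc2, within 1.5 times of the paper's 35, but it passed only Bnc2 and Glp1r and was not named. Clustering cluster 2 again at resolution 1, chosen after seeing the values, gave a cluster of 25 nuclei, 5 of them with Bnc2, that passed the same 2 markers and was not named, within 1.5 times of the paper's 35.

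The paper names 2 clusters with Nr5a1 (Clusters 9 and 15) and the value here is 1 VMH-like cluster, as it was under all 14 of those alternatives. With 10 neighbours and 30 components at resolution 2 or 4, chosen after seeing the values, there were 2.

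The paper's Lepr value is 1.32 for Cluster 0 and the mean log-normalized value here is 0.557 for the AGRP-like cluster, more than 1.5 times below under the main setting and all 14 of those alternatives, where it ranged from 0.500 to 0.571. The paper's value for Cluster 3 is 0.52 and the value here for the POMC-like cluster, 0.461, is within 1.5 times. As means per 10000 counts without the log, the values here are 1.18 and 1.01, of which the first is within 1.5 times of the paper's and the second is not, so neither scale brings both values to the paper's. The paper gives 1.09 for Cluster 17, for which there is no main value here. On the log scale, the cluster of 25 nuclei above had a mean of 1.05 and the 20-nucleus cluster 1.18, while the 31-nucleus cluster had 0.883, all 3 chosen after seeing the values, and the remaining searched settings gave lower means.

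The paper states that Lepr in the Bnc2 cluster was above that in the Pomc cluster and about that in the Agrp cluster. Here the CPM of the AGRP-like and POMC-like clusters did not differ beyond counting error, while the mean log-normalized values, 0.557 and 0.461, were in the order of the paper's values for Clusters 0 and 3, at the main setting and in all 14 alternatives, and a Lepr UMI was found in 45.5% and 37.2% of nuclei. The 3 neurons with at least 2 Bnc2 UMIs had a wide interval that covers both levels. The paper states that a single cluster specifically expressed Bnc2, and that it lacked Agrp, Npy and Pomc. Here 77.3% of Bnc2 UMIs in neurons lay in a 544-nucleus cluster with Lepr at 27.1 CPM, which is not a BNC2-like cluster by its markers. On clustering that cluster again at resolution 1, chosen after seeing the values, 25 of its nuclei held 9 of its 17 Bnc2 UMIs and 38 of its 75 Lepr UMIs, with Lepr at 301 CPM (213 to 413) against 14.4 in its other nuclei, and Agrp, Npy and Pomc at 166, 63.3 and 71.3 CPM against 153, 87.6 and 96.9. At resolution 0.55, also chosen after seeing the values, the richest part of that cluster had 118 nuclei and Lepr at 78.7 CPM (56.2 to 107). Lepr was not withheld from the genes that could draw these parts, so its levels there are not independent results. The paper names 2 clusters with Pomc, and 1 cluster here was named POMC-like. The paper calls the Bnc2 neurons inhibitory. Its evidence includes Slc32a1 in most Bnc2 cells by in situ hybridization, and inhibitory currents from these neurons that picrotoxin blocked. Cluster 2, which also held most Sim1 UMIs, had Slc17a6 and Slc32a1 at levels whose intervals overlap. Only 12 of its 544 nuclei carried Bnc2, so these levels do not describe Bnc2 neurons and do not bear on the paper's statement. The smaller clusters that follow were all chosen after seeing the values. Those of 25 and 20 nuclei had 9 Slc32a1 UMIs each, at 71.3 (32.6 to 135) and 86.6 CPM (39.6 to 164). Slc17a6 had 0 UMIs in both, with intervals up to 29.2 and 35.5. In the 31-nucleus cluster, Slc32a1 had 9 UMIs at 57.1 CPM (26.1 to 108) and Slc17a6 3 UMIs at 19.0 (3.92 to 55.6). The BNC2-like clusters of 122 and 201 nuclei had Slc17a6 at 37.5 and 32.4 CPM, and Slc32a1 at 51.8 and 50.6. In the clusters of 31, 122 and 201 nuclei the intervals overlap.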

Other observations

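Of the tests here, those of Oxt as free RNA, of Lepr in neurons with a Bnc2 UMI, all those of the 20-nucleus and 25-nucleus clusters, and that of concentration for the 31-nucleus cluster were chosen after the result was seen, the last ones also after earlier tests of the same clusters; the others were written before it, but for patterns found in the same data. All tests concern 1 pooled sample and describe these nuclei only.

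HTODemux run before the filters called 3557 nuclei as PVH, the number of nuclei the paper profiled, a coincidence found after seeing the values. Clustering these nuclei on their own gave 0 AGRP-like nuclei, where the paper's Cluster 0 has 650, and 0 POMC-like nuclei, which argues against this set being the paper's.

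Clustered without the hashtag step, 10 AGRP-like nuclei carried the PVH hashtag. Their median log2 ratio of ARC to PVH hashtag counts was -1.10, against -1.37 in the other nuclei called PVH and 0.34 in AGRP-like nuclei called ARC, a difference of 0.277 from the other PVH nuclei. This passed the 0.2 set in advance, but it rests on 10 nuclei and is smaller than the interquartile range of 0.48 in the other PVH nuclei, a stricter reading made after seeing the value. The 5 POMC-like nuclei called PVH went the other way, with a median of -1.46. Whether overlapping hashtag counts put ARC nuclei in the PVH group cannot be told apart from a different origin, because the nuclei are so few. No biological explanation was tested.

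Oxt UMIs were found in every cluster of ARC-hashtag nuclei, between 483 and 884 CPM with a median of 574 CPM. No cluster, the non-neuronal one included, was more than 1.54-fold from the median, which is consistent with free RNA in the droplets. Lepr, by contrast, differed between clusters far beyond counting error.

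After no BNC2-like cluster had been found, 8 combinations of neighbours, components and resolution were run, and cluster 2 was clustered again at resolutions of 0.55 and 1. The cluster richest in Bnc2 had between 20 and 428 nuclei over the 8 combinations, with mean log-normalized Lepr between 0.119 and 1.18, and had the highest Lepr of the neuron clusters in 1 of the 8 and in 0 of the 15 main and planned settings. At 10 neighbours, 30 components and resolution 4, the richest cluster had 31 nuclei and Lepr at 247 CPM (176 to 338) against 44.5 in the other neurons. The 20-nucleus BNC2-like cluster at 10 neighbours, 50 components and resolution 4, with the highest Lepr of 37 neuron clusters, and the 25-nucleus cluster from cluster 2 at resolution 1, with the highest of 8, were tested along with it. Of the genes with like numbers of UMIs, within 25% of those of Bnc2, 14.3% of 1206, 8.42% of 1223 and 17.4% of 1440 had a richest cluster with as high a Lepr mean in the 31-nucleus, 20-nucleus and 25-nucleus cases. These shares decide little, because genes picking clusters evenly would give 5.88%, 2.70% and 12.5%, and because they leave out how many UMIs lie in the cluster. Bnc2 was 55.6, 42.5 and 11.3 times as high in these clusters as in all neurons clustered, and 0%, 0.0818% and 0.0694% of the matched genes (0, 1 and 1 genes) were as concentrated in a cluster with as high a Lepr mean. Over all 10 searched settings this share was at most 1.84%. That maximum came at 20 neighbours, 30 components and resolution 2, where Lepr was 29.5 CPM in the richest cluster against 48.4 in other neurons. A share joining both conditions is thus small even where Lepr is not raised, so it does not decide on scatter of few UMIs. Concentration alone was matched by 0.0829%, 0.409% and 0.0694% of genes in the 31-nucleus, 20-nucleus and 25-nucleus cases. The clusters were also picked in a search of 10 settings and are not independent. Lepr and Bnc2 were not withheld from the genes these clusterings could use, so they may have helped to draw the clusters. The 31-nucleus cluster holds all nuclei of the 20-nucleus cluster and 24 of the 25 of the other. A small group of neurons with both genes is a hypothesis, found and tested on the same data.

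Without clusters, the neurons with a Bnc2 UMI had Lepr at 146 CPM, against a median of 42.5 for the matched genes, and 5 of the 1206 matched genes (0.415%) were as high. The excess rests on 4 of the 17 neurons, with 15 Lepr UMIs. Without the neuron with the most, 5 UMIs, the level was 103 and 51 of the matched genes (4.23%), with all their nuclei kept, were as high. The share of Bnc2-positive neurons with Lepr, 23.5%, had an interval that covers the 16.4% of the other neurons. Since under 5% of the matched genes were as high, the level set as the limit, the values argue against neurons with any gene as rare as Bnc2 carrying as much Lepr. The share, a measure that does not weigh the number of UMIs, showed no difference beyond its interval. What stays open is how far 4 neurons stand for the others, and that doublets of 2 nuclei with the same hashtag were not removed. That Bnc2 and Lepr occur together in single nuclei is a hypothesis, found and tested on the same data.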
